# Lichen Secondary Metabolites Inhibit the Wnt/β-Catenin Pathway in Glioblastoma Cells and Improve the Anticancer Effects of Temozolomide

**DOI:** 10.3390/cells11071084

**Published:** 2022-03-23

**Authors:** Aleksandra Majchrzak-Celińska, Robert Kleszcz, Elżbieta Studzińska-Sroka, Agnieszka Łukaszyk, Anna Szoszkiewicz, Ewelina Stelcer, Karol Jopek, Marcin Rucinski, Judyta Cielecka-Piontek, Violetta Krajka-Kuźniak

**Keywords:** lichen secondary metabolites, glioblastoma, Wnt/β-catenin pathway, caperatic acid, physodic acid, temozolomide, blood-brain barrier permeability, microarrays

## Abstract

Lichens are a source of secondary metabolites with significant pharmacological potential. Data regarding their possible application in glioblastoma (GBM) treatment are, however, scarce. The study aimed at analyzing the mechanism of action of six lichen secondary metabolites: atranorin, caperatic acid, physodic acid, squamatic acid, salazinic acid, and lecanoric acid using two- and three-dimensional GBM cell line models. The parallel artificial membrane permeation assay was used to predict the blood-brain barrier penetration ability of the tested compounds. Their cytotoxicity was analyzed using the MTT test on A-172, T98G, and U-138 MG cells. Flow cytometry was applied to the analysis of oxidative stress, cell cycle distribution, and apoptosis, whereas qPCR and microarrays detected the induced transcriptomic changes. Our data confirm the ability of lichen secondary metabolites to cross the blood-brain barrier and exert cytotoxicity against GBM cells. Moreover, the compounds generated oxidative stress, interfered with the cell cycle, and induced apoptosis in T98G cells. They also inhibited the Wnt/β-catenin pathway, and this effect was even stronger in case of a co-treatment with temozolomide. Transcriptomic changes in cancer related genes induced by caperatic acid and temozolomide were the most pronounced. Lichen secondary metabolites, caperatic acid in particular, should be further analyzed as potential anti-GBM agents.

## 1. Introduction

Lichens are a source of ~1000 unique secondary metabolites of various chemical structures, including aliphatic, cycloaliphatic, aromatic, and terpenic compounds [1,2]. These substances are usually deposited on the surface of mycelium cells and are mostly water-insoluble [3]. Their exact role in lichens is still debated, but it is suggested that they play an important role in lichen self-protection, including antioxidant, photoprotection, anti-microbial, and herbivore resistance [3]. They also contribute to metal and pollution resistance, as well as niche competition [3]. Although lichens have been used for medical purposes since ancient times, their full biopharmaceutical potential has only recently been discovered and appreciated. Lichen secondary metabolites, also called “lichenochemicals” exhibit a multitude of bioactivities, such as antioxidant, antibiotic, antiviral, anti-inflammatory, and others [4]. Recently, their anticancer properties have been intensively studied [2]. It has been shown that lichen-derived phenolic compounds, including anthraquinones, xanthones, dibenzofuranes, depsides, and depsidones can interfere with critical cancer-related signaling pathways and exert cytotoxic effects against cancer cells. The growing amount of data suggests that lichen secondary metabolites can enhance the anticancer effects of chemo- and radiotherapy, allowing the reduction of doses and ameliorating the side effects of currently used drugs [2]. Thus, they may provide new options for the development and research of adjuvant therapies or may even be regarded as the prototypes of novel anticancer drugs [5].

Glioblastoma (GBM) is the most common and devastating primary malignant brain tumor in adults. It has the astrocytic lineage and is classified as a WHO grade IV tumor [6]. With a 2 year survival rate of 26–33% and overall survival of only around 15 months, it is still one of the most challenging diseases of neuro-oncology [7]. Current standards of care of GBM patients include maximal tumor resection, followed by radiotherapy plus concomitant and maintenance chemotherapy with temozolomide (TMZ) [7]. Sadly, the survival rates for patients with GBM have shown no notable improvement in population statistics in the last three decades [6]. The inhibition of critical cancer-related signaling pathways and induction of apoptosis might offer the best opportunity to improve GBM patients’ prognosis.

Wnt/β-catenin pathway hyperactivation is one of the most important contributors to the malignant phenotype of GBM cells [8,9,10]. Physiologically, it regulates the critical cellular events during central nervous system development, including the self-renewal, differentiation, migration, and signaling of the neural stem cells in the fetal brain [11]. When cells such as stem/progenitor cells in the adult brain are not exposed to Wnt ligands, cytoplasmic β-catenin, a key molecule of the pathway, associates with a multi-protein “destruction complex”. This complex consists of adenomatous polyposis coli (APC), the axis inhibition proteins 1 and/or 2 (AXIN1/2), casein kinase 1 (CK1) and glycogen synthase kinase 3β (GSK3β) [11]. Phosphorylation of β-catenin by CK1 and GSK3β primes it for proteasomal ubiquitination. Thus, β-catenin levels are kept low. Without β-catenin, the T-cell factor/lymphoid enhancer factor (TCF/LEF) bound to Wnt responsive DNA elements (WREs) recruits transcriptional corepressor complexes. As a result, Wnt/β-catenin target gene expression is being repressed. However, in the abundance of Wnt ligands, the level of β-catenin increases. It is translocated to the nucleus, where together with TCF/LEF it stimulates the expression of target genes, including those responsible for the maintenance of stem cell properties [8]. The hyperactivated Wnt/β-catenin pathway is therefore related to the uncontrolled tumor growth, but also chemo- and radioresistance and worse prognosis [12]. Conversely, Wnt/β-catenin inhibition reduces the proliferation, survival, and clonogenicity of GBM cells [13].

In our previous studies, we discovered that lichen-derived extracts as well as lichen secondary metabolites, such as physodic acid (isolated from *Hypogymnia physodes*), evernic acid (isolated from *Evernia prunastri*), salazinic acid (derived from *Parmelia sulcata*), and (−)-usinc acid (from *Cladonia uncialis*) possess the anti-cancer properties and decrease the viability of GBM cells [5,14]. We also showed that physodic acid, evernic acid, and (−)-usnic acid can cross the blood-brain barrier (BBB), which makes them good prototypes of pharmacologically active compounds within the CNS, potentially suitable for the treatment of GBM [5,14]. *C. uncialis* is also the source of squamatic acid, which has not been analyzed in the context of GBM so far. The data about atranorin and caperatic acid, both derived from *Platismatia glauca*, and lecanoric acid from *Hypocenomyce scalaris*, in regard to GBM treatment, are also scarce.

Given this context, the main purpose of this study was to decipher the mechanism of action of lichen secondary metabolites, in particular in regard to Wnt/β-catenin pathway, and to verify if they could ameliorate the response of GBM cells to TMZ. Thus, the BBB permeability and the cytotoxicity of six lichen secondary metabolites, namely atranorin, caperatic acid, physodic acid, squamatic acid, salazinic acid, and lecanoric acid were evaluated using three GBM cell lines with different TMZ sensitivities. Their impact on the Wnt/β-catenin pathway was analyzed in the context of a single treatment as well as the co-treatment with TMZ. We also verified if these compounds were able to induce oxidative stress, cell cycle arrest, and apoptosis in GBM cells. Finally, the intracellular molecular mechanisms of lichen secondary metabolites and TMZ were further analyzed using microarrays in a 3D spheroid model of GBM.

## 2. Materials and Methods

### 2.1. Reagents and Standards

Eagle’s minimum essential medium (EMEM), Dulbecco’s modified Eagle medium (DMEM), and all other media components, including antibiotics solution (10,000 units penicillin and 10 mg streptomycin/mL), glutamine, nonessential amino acids (NEAA), and sodium pyruvate (NaP), were obtained from Merck (Darmstadt, Germany). Fetal bovine serum (FBS) was obtained from Biowest (Nuaillé, France). Other compounds used in the study, e.g., dimethylsulfoxide (DMSO), ribonuclease A (RNase A), 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT), trypsin, Tris, PKF118–310, temozolomide (TMZ), and others were purchased from Merck (Darmstadt, Germany).

### 2.2. Lichens Collection, Extracts Preparation, and Lichen Secondary Metabolites Isolation

Manual collection of the examined lichens was performed: *Cladonia uncialis*, *Hypocenomyce scalaris*, and *Hypogymnia physodes* were collected from Jastrzębsko Stare ((52°17′56″ N 16°03′37″ E), Greater Poland, Poland (June 2018); *Parmelia sulcata* was found in Podlesice (50°33′49″ N 19°32′02″ E), Silesian region, Poland (July 2018); whereas *Platismatia glauca* originated from the forest belonging to the Piła commune (53°8′40.13″ N; 16°41′50.46″ E), Greater Poland, Poland (October 2018). The lichens were authenticated by Dr. Daria Zarabska-Bożejewicz from the Institute for Agricultural and Forest Environment of Polish Academy of Sciences in Poznan and Dr. Wojciech Gruszka from the Department of Biological Sciences, Poznan University of Physical Education. A voucher specimen (CUES 2018.06; HSES 2018.06; HPES 2018.06; PSES 2018.07, PGES 2018.10) was deposited in the herbarium of the Department of Pharmacognosy at Poznan University of Medical Sciences.

Next, the lichen-derived extracts were prepared by gradually extracting the dried, cleaned, and fragmented thallus (22.0 g for *P. glauca*, 12.0 g for *H. physodes*, 33.5 g for *C. uncialis*, 6.0 g for *P. sulcata*, and 1.5 g for *H. scalaris*). For *P. glauca*, the extraction with shaking at room temperature was effectuated. Hexane (eight times with 200 mL) (Avantor, Gliwice, Poland), followed by diethyl ether (five times with 200 mL) (Avantor, Gliwice, Poland), was used. *H. physodes* was extracted under the same experimental conditions but using hexane (five times with 200 mL) and then acetone (three times with 150 mL) (Avantor, Gliwice, Poland) as extractants. The thallus of *C. uncialis*, *P. sulcata*, and *H. scalaris* were extracted using an ultrasound bath at 35–40 °C. For *C. uncialis,* hexane (five times with 150 mL), followed by acetone (six times with 150 mL), was used. For *P. sulcata*, the hexane (three times with 80 mL) and acetone (fourteen times with 50 mL) were applied, and for *H. scalaris*, acetone extraction only was carried out (six times with 20 mL). Next, the extracts obtained with one kind of solvent were poured together and filtered using Whatman filter paper No. 1. A concentration under a vacuum at 35–40 °C (until dried) was effectuated next. The extracts were obtained with different yields: 0.8% for hexane and 4.9% for acetone extract from *P. glauca*, 0.3% for hexane and 6.5% for acetone extract from *H. physodes*, 0.9% for hexane and 0.8% for acetone extract from *C. uncialis*, 1.8% for hexane and 4.7% for acetone extract from *P. sulcata*, and 18.9% for acetone extract from *H. scalaris*.

Atranorin was purchased from ChromaDex (Los Angeles, CA, USA), but all other lichen secondary metabolites were isolated from the extracts as previously described [15]. Briefly, caperatic acid was isolated using the diethyl ether extract from *P. glauca* and the column chromatography (diameter 1.5 cm and length 8 cm of chromatographic column filling, silica gel 230–400 mesh, Sigma-Aldrich, St. Louis, MO, USA, with the gradient of hexane-ethyl acetate 100:0 to 60:40). The method was performed to obtain caperatic acid with a yield of 35%. Acetone extract from *H. physodes* was used to obtain the physodic acid. Thus, physodic acid was isolated by applying silica column chromatography (diameter 1.5 cm and length 8 cm of chromatographic column filling, silica gel 230–400 mesh, Sigma-Aldrich, St. Louis, MO, USA) using the increasing gradient mixtures of solvents toluene-ethyl acetate 110:0 to 100:10 as the mobile phase. The compound was obtained with a yield of 4%. Squamatic acid was obtained from the *C. uncialis* acetone extract by the spontaneous crystallization during evaporation of acetone with a yield of 33%. Salazinic acid was obtained by recrystallizing the *P. sulcata* acetone extract from the acetone: water (8:2) mixture with a yield of 42%. Lecanoric acid was isolated from the *H. scalaris* acetone extract, using preparative thin layer chromatography (PLC 60 F254, 2 mm, Merck, Darmstadt, Germany; solvent: diethyl ether-glacial acetic acid 100:1, ethyl acetate was utilized to wash the silica gel). The identity of the compounds was confirmed using UV, 1H NMR, 13C NMR, and MS analysis, and the obtained data were compared to the published values [16]. In addition, the purity of the isolated substances was estimated based on the chromatograms effectuated with high-performance liquid chromatography [14] or thin layer-chromatography with the standard solvent G (toluene-ethyl acetate-formic acid 99% (139:83:8)) or standard solvent C (toluene-glacial acetic acid (170:30)). Taking into account these analytical analyses, the purity of the tested compound was estimated as high (≥90%). The purity of the commercially purchased atranorin was declared as 97.1%. The compounds were dissolved in DMSO to obtain the stock solution of 20 mM, then they were aliquoted to reduce the freeze-thaw cycles, and stored at −20 °C.

### 2.3. Permeability through the Blood–Brain Barrier (PAMPA-BBB)

The parallel artificial membrane permeability assay (PAMPA) for the blood–brain barrier (BBB) (Pion Inc., Billerica, MA, USA) was used to analyze whether the lichen secondary metabolites tested in this study were able to cross the BBB. The stock solutions (5 mg/mL) of tested compounds were prepared using DMSO. Next, the donor solution (24.75 µg/mL) using Prisma buffer (pH = 7.4; Prisma HT, Pion Inc., Billerica, MA, USA) were made. Firstly, 180 µL of the donor solution were added to the donor wells. Then the filter membranes were coated with 5 μL BBB-1 lipid solution (Pion Inc., Billerica, MA, USA) and the acceptor wells were filled with 200 µL BSB (Brain Sink Buffer, Pion Inc., Billerica, MA, USA). The plates were sandwiched together and incubated for 4 h at 37 °C (Thermo Scientific MaxQ 4450, Waltham, MA, USA). The results were determined by spectroscopic analysis (Multiskan GO microplate reader, Waltham, MA, USA), with the appropriate wavelength for a given compound (240 nm for caperatic acid and salazinic acid, 250 nm for atranorin and squamatic acid, 263 nm for physodic acid, and 270 nm for lecanoric acid). The amount of permeated active compounds was calculated using the standard curves prepared for each tested compound. The theophylline and lidocaine were used as the negative and positive controls, respectively. Effective permeability (*P_e_*) of the compounds was calculated by using the following equation:

$$P_{e}=-\frac{ln\left(1-\frac{C_{A}}{C_{eq}}\right)}{S\times \left(\frac{1}{V_{D}}+\frac{1}{V_{A}}\right)\times t}$$

where: *P_e_* is the effective permeability coefficient (cm/s), *V_D_*—donor volume, *V_A_*—acceptor volume, *C_eq_*—equilibrium concentration,$\;C_{eq}=\frac{C_{D}\times V_{D}+C_{A}\times V_{A}}{V_{D}+V_{A}}$, *S*—membrane area, and *t*—incubation time (in seconds) [17].

Compounds with *P_e_* (×10^−6^ cm/s) > 1.5 were classified as high permeation predicted, while *P_e_* (×10^−6^ cm/s) < 1.5 were classified as low permeation predicted [17,18]. Samples were analyzed in triplicate, and the average was reported.

### 2.4. Two (2D) and Three Dimensional (3D) Cell Culture

Three human GBM cell lines were used in this study, i.e., A-172 (ATCC-CRL-1620), T98G (92090213), and U-138 MG (ATCC-HTB-16). The A-172 and U-138 MG cell lines were purchased from the American Type Culture Collection (ATCC), whereas the T98G cell line was obtained from the European Collection of Authenticated Cell Cultures (ECACC). It has been confirmed by us that O^6^-methylguanine-DNA methyltransferase (*MGMT*), the key factor determining the response to alkylating agents, such as TMZ, is expressed in T98G and U-138 MG cells, whereas in A-172 the expression of *MGMT* is silenced by promoter methylation [19]. Therefore, the cell lines differ in terms of TMZ sensitivity; A-172 is regarded as TMZ sensitive, whereas T98G and U-138 MG are TMZ resistant.

The cells were grown as monolayers (2D cell culture) in the recommended media: A-172 were grown in the ATCC-formulated DMEM (Merck, Darmstadt, Germany), whereas T98G and U-138 MG cell lines were grown in the ATCC-formulated EMEM (Merck, Darmstadt, Germany). These media were supplemented with FBS (Biowest, Nuaillé, France) to a final concentration of 10%, as well as antibiotics (penicillin and streptomycin) (Merck, Darmstadt, Germany) to the final concentrations of 1%. For the experiments, the amount of FBS was reduced to 5%. The medium for the T98G cell line was supplemented with 2 mM glutamine, 1% nonessential amino acids, and 1% sodium pyruvate (all purchased from Merck, Darmstadt, Germany).

Moreover, the 3D culture of the T98G cell line was also established. The cells were cultured in ultra-low attachment microplates (Corning^®^, Corning, NY, USA) (1000 cell per well) to form spheroids. The standard medium was supplemented with Corning^®^ Matrigel^®^ Matrix for Organoid Culture (3.5%) (Corning^®^, Corning, NY, USA) and epidermal growth factor—EGF (10 ng/mL) (Stemcell Technologies, Vancouver, BC, Canada). Both 2D and 3D cell cultures were grown in a standard humidified incubator (Memmert, Schwabach, Germany) at 37 °C in 5% CO_2_ and 95% air atmosphere.

### 2.5. MTT Test

In order to analyze the cytotoxicity of the analyzed lichen secondary metabolites, as well as to establish the appropriate concentrations for further analysis (allowing the survival of >70% of cells), we performed the MTT test. The procedure of the test was described previously [19]. Briefly, the cells (10,000 cells per well) were seeded on the 96-well plates and left for 24 h. Afterwards, the analyzed compounds in the concentration range of 1 µM up to 100 µM were added to the cells and left for 48 h incubation. DMSO treated cells served as control. After the above-mentioned time, the cells were washed twice with warm PBS and incubated for 3 h in the presence of a fresh medium containing MTT salt (0.5 mg/mL). Then the formazan crystals were dissolved in acidic isopropanol. The absorbance was measured at 570 and 690 nm on a Tecan Infinite M200 microplate reader (Grödig, Austria). The experiments were repeated at least three times.

### 2.6. Cell Culture Treatment

Based on the MTT test, the lichen secondary metabolite concentrations allowing the survival of more than 70% of cells were chosen for the subsequent experiments. The compounds were added as follows: A-172 cells—atranorin 25 µM, caperatic acid 50 µM, physodic acid 25 µM, squamatic acid 25 µM, salazinic acid 50 µM, and lecanoric acid 100 µM; T98G cells—atranorin 50 µM, caperatic acid 100 µM, physodic acid 25 µM, squamatic acid 50 µM, salazinic acid 100 µM, and lecanoric acid 100 µM; U-138 MG cells—atranorin 25 µM, caperatic acid 50 µM, physodic acid 25 µM, squamatic acid 50 µM, salazinic acid 50 µM, and lecanoric acid 100 µM. As far as the TMZ treatment is concerned, it was added in the concentrations depending on the *MGMT* expression and methylation status, i.e., TMZ 30 µM was added to the A-172 cell line, and TMZ 100 µM was added to both the T98G and U-138 MG cell lines. In the case of the 2D culture, the cells were treated with the compounds 24 h after seeding, whereas, in regard to 3D culture, 5 days were needed to form spheroids. All subsequent analyses were performed 48 h after treatment.

### 2.7. RNA Isolation, cDNA Synthesis and qPCR

The Universal RNA Purification Kit (EURx, Gdańsk, Poland) was used for total RNA isolation from the A-172, T98G, and U-138 MG cells, and the Revert-Aid First Strand cDNA Synthesis kit (Fermentas, Burlington, ON, Canada) was chosen for cDNA synthesis. Quantitative real-time PCR (qPCR) was performed using Hot FIREPol EvaGreen qPCR Mix Plus (Solis Biodyne, Tartu, Estonia) and LightCycler 96 (Roche Diagnostics GmbH, Mannheim, Germany). Primer sequences were previously published [19,20] and their synthesis was performed at the Institute of Biochemistry and Biophysics, Warsaw, Poland. The protocol started with 15 min enzyme activation at 95 °C, followed by 40 cycles of 95 °C for 15 s; appropriate annealing temperature for 20 s; 72 °C for 40 s and the final elongation at 72 °C for 5 min. Melting curve analysis was used to confirm the generation of a single amplification product. TATA box-binding protein (*TBP*), a component of the DNA-binding protein complex TFIID, served as the endogenous RNA control. The results were expressed as N-fold differences in the gene expression relative to the *TBP* gene. The ΔΔCt method was used for fold-change calculation. All samples were analyzed in triplicate, and the reaction was repeated at least twice.

### 2.8. Reactive Oxygen Species Generation Analysis

The intracellular detection of superoxide radicals was detected by flow cytometric analysis after the staining with dihydroethidium, using The Muse^®^ Oxidative Stress Kit (Merck, Darmstadt, Germany). Briefly, 100,000 cells per well were seeded on 6-well plates and after a 24 h incubation they were treated with the analyzed lichen secondary metabolites in the concentrations allowing >70% of cell survival; cells treated with DMSO were used as the negative control. After 48 h incubation, the cells were trypsinized, washed with PBS buffer, and resuspended in assay buffer containing Working Solution of Muse^®^ Oxidative Stress Reagent. The cells were incubated at 37 °C for 30 min, and then run on Muse^®^ Cell Analyzer (Merck, Darmstadt, Germany). The obtained data were evaluated using Muse^®^ Analysis Software ver. 1.5 (Merck, Darmstadt, Germany).

### 2.9. Cell Cycle Distribution Analysis

The Muse Cell Cycle Kit and the Muse Cell Cycle Software (both Merck, Darmstadt, Germany) were used to quantitatively measure the percentage of cells in the G0/G1, S, and G2/M phases of the cell cycle. The assay utilizes the nuclear DNA intercalating stain propidium iodide and RNAse A in a formulation. Propiodium iodide discriminates cells at different stages of the cell cycle, based on differential DNA content, while the presence of RNAse increases the specificity of DNA staining. Briefly, the cells were seeded on 6-well plates (100,000 cells per well) and incubated for 24 h. Afterward, the lichen secondary metabolites were added to the concentrations chosen based on the MTT test, allowing >70% of cell survival. 0.5% DMSO and 100 nM topotecan were used as negative and positive controls, respectively. The analysis was performed after a 48 h incubation with lichen secondary metabolites and started with washing the cells with PBS, followed by cell fixation with ice-cold ethanol and overnight incubation at −20 °C. Following steps included cell re-washing with PBS, then a 30 min incubation in the dark with propiodium iodide-RNAse A formulation, and a final analysis on Muse™ Cell Analyzer (Merck, Darmstadt, Germany).

### 2.10. Apoptosis Analysis

The fluorescent-based analysis of apoptosis using Muse^®^ Caspase-3/7 Kit was performed in order to analyze the percentage of live, early, and late apoptotic; total apoptotic; and dead cells in A-172, T98G, and U-138 MG GBM cells treated with lichen secondary metabolites. The principle of the method relies on the measurement of the activity of executioner caspases, i.e., caspase-3 and caspase-7, as well as analyzing the integrity of the cell membrane with the use of a dead cell marker 7-AAD. Cell seeding and treatment followed the same protocol as for cell cycle or ROS generation analysis, while the subsequent procedures were performed according to the manufacturer’s recommendations.

### 2.11. Immunohistochemistry Analysis

After 5 days, the spheroids were fixed in 4% phosphate-buffered formalin, embedded in paraffin, and sectioned. Sections were stained with hematoxylin and eosin (H&E), according to routinely used Department of Histology and Embryology protocols, to visualize cellular content. They were subsequently analyzed under a light microscope.

### 2.12. Microarray Expression Studies

The total RNA from lichen secondary metabolites and TMZ supplemented spheroids culture was isolated with the RNeasy MinElute, according to the manufacturer’s instructions (Qiagen, Hilden, Germany). The RNA for transcriptome study was received from three independent replicates for each experimental variant: control (1), TMZ 100 µM (2), atranorin 25 µM + TMZ 100 µM (3), caperatic acid 50 µM + TMZ 100 µM (4), physodic acid 25 µM + TMZ 100 µM (5), squamatic acid 25 µM + TMZ 100 µM (6), salazinic acid 50 µM + TMZ 100 µM (7), and lecanoric acid 100 µM + TMZ 100 µM (8), and then pooled together into a single sample per group.

The complete procedure for preparing RNA for hybridization was performed using the GeneChip WT PLUS Reagent Kit (Affymetrix, Santa Clara, CA, USA). The detailed procedure was described earlier [21]. First, a two-step cDNA synthesis reaction from 100 ng RNA using random primers extended by the T7 RNA polymerase promoter sequence was carried out. CRNA was synthesized by performing in vitro transcription for 16 h at 40 °C. Next, the cRNA was purified and re-transcribed into cDNA. CDNA was then biotin labeled and fragmented using the Affymetrix GeneChip WT Terminal Labeling and Hybridization kit (Affymetrix, Santa Clara, CA, USA). The biotin-labeled fragments of cDNA were hybridized by the Affymetrix Human Gene 2.1 ST ArrayStrip (20 h, 48 °C). Then, the microarrays were stained using the Affymetrix GeneAtlas Fluidics Station (Affymetrix, Santa Clara, CA, USA). The array strips were scanned using an Imaging Station of GeneAtlas System (Thermo Fisher Scientific, Waltham, MA, USA). The preliminary analysis of the scanned chips was performed with the use of Affymetrix GeneAtlas Operating Software (Affymetrix, Santa Clara, CA, USA). The quality of gene expression data was confirmed using the software’s quality control criteria.

### 2.13. Microarray Data Analysis

The obtained CEL files were further analyzed using the R statistical language and Bioconductor package, including the relevant Bioconductor libraries. For the normalization, background correction, and calculation of the expression values of the examined genes, the robust multiarray average (RMA) normalization algorithm implemented in the “Affy” library was applied [22]. A complete gene data table involving normalized gene expression values, gene symbols, gene names, and Entrez IDs was generated on the basis of assigned biological annotations taken from the “pd.hugene.2.1.st” library. The established cut-off criteria for differentially expressed genes (DEGs) were based on the differences in the absolute value from the expression fold change (FC) greater than 2. Genes fulfilling the aforementioned selection criteria were subjected to functional annotation and clusterization using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) bioinformatics tool [23]. Gene IDs of differentially expressed genes were uploaded to DAVID by the “RDAVIDWebService” BioConductor library [24], where DEGs were assigned to relevant GO terms, with the subsequent selection of significantly enriched GO terms from GO BP DIRECT database. The *p*-values of selected GO terms were corrected using Benjamini-Hochberg correction. In similar way, the “RDAVIDWebService” library was carried out to analyze enrichment of the KEGG (Kyoto Encyclopedia of Genes and Genomes) signaling pathway database. The associations of individual DEGs with relevant KEGG signaling pathways were presented using Cytoscape (v. 3.7.2) software [25].

### 2.14. Statistical Analysis

The statistical significance between the experimental groups and their respective controls (in cytotoxicity tests, qPCR, and flow cytometry analysis) was assessed using Student’s t test, while ANOVA with Duncan’s multiple range post hoc test (Statistica 13.3, StatSoft Poland, Kraków, Poland) variance analysis with *p* < 0.05 considered as significant was applied for the PAMPA-BBB assay.

## 3. Results

### 3.1. Lichen Secondary Metabolites Cross the Blood-Brain Barrier (BBB)

The PAMPA-BBB assay revealed that all analyzed lichen secondary metabolites, except squamatic acid and salazinic acid, can cross the BBB (Table 1). In this regard, caperatic acid and physodic acid were characterized by the highest P_e_ coefficient, followed by atranorin and lecanoric acid.

### 3.2. Lichen Secondary Metabolites Reduce the Viability of GBM Cells in a Dose-Dependent Manner

Here, as shown in Figure 1, the effect of atranorin, caperatic acid, squamatic acid and lecanoric acid on GBM cells viability is presented. For the results of the MTT test of physodic acid and salazinic acid (A-172 and T98G), as well as PKF118-310, we refer to our previously published papers [5,14,19], respectively. The results indicate that the effects of the 48 h treatment with lichen secondary metabolites were dose-dependent, relatively similar in all three GBM cell lines analyzed, and they did not depend on the *MGMT* methylation status nor the sensitivity to TMZ. Among the four compounds analyzed in this study, the most cytotoxic were squamatic acid and atranorin, which reduced the number of living cells in the whole analyzed concentration range, i.e., 1–100 µM (however, in T98G and U-138 MG cells the lowest tested concentration, i.e., 1 µM, was not cytotoxic). Importantly, caperatic acid in the highest tested concentration also had a significant impact on GBM cell viability. In the A-172 cell line, it reduced the viability of cells to only 11.67 ± 5.51%. Lecanoric acid was, on the other hand, not cytotoxic; only the A-172 cell line was sensitive to its maximal tested concentration (100 µM), which killed ~30% of cells. Referring to the previously published results of physodic acid, its cytotoxicity was remarkable, and the U-138 MG cell line was the most prone to its cytotoxic influence [14]. Salazinic acid was only toxic in the highest tested concentration in the A-172 and T98G cell lines [5], while in U-138 MG the 50 µM concentration also significantly reduced the number of viable cells. The IC_50_ values of the analyzed compounds together with their chemical structures are presented in Table 2. 

### 3.3. Physodic Acid and Squamatic Acid Induce Oxidative Stress in the T98G Cell Line

One of the most important features of anticancer agents is the ability to generate oxidative stress. The results of our study show that physodic and squamatic acids induce oxidative stress in the T98G cell line (Figure 2). However, the level of superoxide radical was not elevated in the two other analyzed cell lines following lichen secondary metabolites treatment.

### 3.4. Lichen Secondary Metabolites Inhibit the Wnt/β-Catenin Pathway Target Genes in GBM Cell Lines, Regardless of Their MGMT Status and TMZ Resistance

Since Wnt/β-catenin signaling is regarded as a therapeutic target for GBM [11], we decided to verify whether lichen secondary metabolites do interfere with this critical cellular pathway and, if so, whether this influence is beneficial in terms of GBM cell growth inhibition. In order to achieve that, we analyzed the expression of the key molecule of the pathway, β-catenin, as well as the Wnt pathway target genes, namely *Axin2*, *c-MYC*, *CCND1*, *BIRC5,* and *NEDD9*. The results shown in Figure 3 provide evidence that the expression of β-catenin is downregulated in all three cell lines after the treatment with most of the analyzed lichen secondary metabolites. The results obtained are similar to those observed for PKF118-310, the Wnt pathway inhibitor. Regarding *Axin2*, its expression was mostly affected in the A-172 and U-138 MG cell lines. In this context, atranorin, caperatic, and squamatic acids downregulated its expression in both cell lines; in U-138 MG physodic acid also decreased *Axin2* expression. As far as *c-MYC* expression is concerned, we observed either no impact of lichen secondary metabolites on its mRNA level, or rather the upregulation; in this context lecanoric acid upregulated its expression in A-172 cell line, while salazinic acid did so in T98G cell line. In the latter cell line, only physodic acid downregulated *c-MYC* expression, while for atranorin and squamatic acid we observed a trend towards downregulation, but with no statistical significance. However, it has to be noted that in both A-172 and T98G cell lines even PKF118-310 did not diminish the level of *c-MYC* oncogene. Furthermore, we also analyzed *CCND1* expression, as this master cell cycle regulator is also one of the Wnt pathway target genes. Here the most profound effects were observed in the U-138 MG cell line, where physodic and salazinic acids downregulated *CCND1* expression by around half. Additionally, atranorin and squamatic acid exhibited similar downregulatory effects in the T98G cell line. Importantly, salazinic acid significantly upregulated *CCND1* expression in the latter cell line. The next gene analyzed was *BIRC5*, encoding survivin, the key apoptosis inhibitor. Here the most profound effects were observed in the T98G cell line, where physodic and salazinic acids downregulated *BIRC5* expression, similarly to what was observed for PKF118-310. Moreover, squamatic and salazinic acids diminished its expression in the A-172 and U-138 MG cell lines, respectively. Finally, *NEDD9* was also analyzed, as it regulates signaling complexes important in cell attachment, migration, and invasion as well as apoptosis and the cell cycle. Our study shows, that caperatic acid downregulated *NEDD9* expression in all analyzed cell lines. On the other hand, the effects of physodic acid treatment in the context of *NEDD9* expression were cell line dependent; in the A-172 cell line it downregulated, while in U-138 MG it upregulated its transcript level. Moreover, we also observed the downregulation of *NEDD9* after the treatment with squamatic acid in T98G cells.

### 3.5. Lichen Secondary Metabolites Affect Cell Cycle Distribution and Induce Apoptosis in the T98G Cell Line

Reduced cell viability can also be mediated by the cell cycle arrest and apoptosis induction. Therefore, we investigated these two phenomena using flow cytometry analysis after 48 h of treatment (Figure 4 and Figure 5, respectively).

The observed results were cell line-dependent, and T98G cells were found to be the most sensitive to lichen secondary metabolites treatment. The results and representative histograms are presented in Figure 4 and Figure 5 for cell cycle distribution and apoptosis analysis, respectively. Thus, in the T98G cell line, atranorin and salazinic acid slightly increased the number of cells in the G0/G1 phases and reduced the number of cells in the S phase of the cell cycle. Additionally, salazinic acid diminished the percentage of cells in the G2/M phases, and caperatic acid diminished the percentage of cells in the G0/G1 phases. Contrarily, we did not observe any statistically significant changes in cell cycle distribution in A-172 and U-138 MG cells.

As far as the pro-apoptotic effects of lichen secondary metabolites are concerned, such effects were detected in the T98G cell line. A significant increase in the number of apoptotic cells was observed after the treatment with physodic acid, squamatic acid, salazinic acid, and lecanoric acid. Similar results were obtained after the treatment with topotecan, which served as a positive control. Surprisingly, the opposite, i.e., an anti-apoptotic effect, was detected in the U-138 MG cell line after the treatment with atranorin, caperatic, and physodic acids. On the other hand, lecanoric acid decreased the percentage of early apoptotic cells, but increased the number of late apoptotic cells in the U-138 MG cell line.

### 3.6. Wnt/β-Catenin Pathway Inhibition Is Even Stronger When Lichen Secondary Metabolites Are Combined with TMZ

TMZ is a gold standard in GBM treatment, which is why we decided to verify whether combining lichen secondary metabolites with this alkylating drug would result in beneficial effects in terms of Wnt pathway inhibition. Thus, first we analyzed the impact of only TMZ (Figure 6) and then the combinations (Figure 7, Figure 8 and Figure 9, for A-172, T98G, and U-138 MG cells, respectively). Here we show that the treatment with TMZ upregulated the expression of *Axin2* and *c-MYC* in the TMZ sensitive A-172 cell line. Contrarily, in the TMZ resistant T98G cells it led to the downregulation of *Axin2* and *BIRC5*. Moreover, *NEDD9* was downregulated in U-138 MG cells after the treatment with 100 µM TMZ.

The analysis performed on the A-172 cell line revealed the downregulation, or a trend towards downregulation, of β-catenin and the genes controlled by the β-catenin/TCF/LEF transcriptional complex as a response to the treatment with lichen secondary metabolites and TMZ. Mostly, the mRNA level of *CTNNB1*, *Axin2*, *c-MYC*, and *BIRC5* was found to be diminished. All combinations downregulated from two to four out of six analyzed genes. Importantly, in case of physodic acid and squamatic acid combinations with TMZ, the upregulation of the cyclin D1 encoding gene (*CCND1*) was also observed. Detailed results are presented in Figure 7.

As far as the T98G cell line is concerned, the best results were obtained for salazinic acid, which downregulated five out of six analyzed genes (although a trend toward downregulation of the sixth gene, namely *Axin2*, was also observed). Also, squamatic acid and lecanoric acid treatment with TMZ led to the decrease of Wnt pathway target genes expression. In the case of squamatic acid, the downregulated genes were as follows: *CTNNB1*, *c-MYC*, *CCND1*, and *NEDD9*; while concerning lecanoric acid, these were *CTNNB1*, *Axin2*, *c-MYC*, and *CCND1*. Atranorin and TMZ decreased the expression of only β-catenin, caperatic acid and TMZ reduced the expression of *CCND1*, while physodic acid and TMZ did not downregulate any genes.

The treatment with lichen secondary metabolites and TMZ led to the most remarkable Wnt pathway inhibition in U-138 MG cells (Figure 9). In this cell line, the expression of the Wnt target genes was drastically diminished after the treatment with most lichen secondary metabolites and TMZ, even though the expression of β-catenin was upregulated in most cases (only atranorin and TMZ downregulated its mRNA level). Such a huge downregulatory effect was observed in respect to all the analyzed combinations, in particular in the cases of caperatic acid, physodic acid, and salazinic acid co-treatments with TMZ.

### 3.7. The Combination of Caperatic Acid and TMZ Results in the Most Altered Gene Expression Profile of T98G Cells—Derived Spheroids

In order to better understand the impact of lichen secondary metabolites on GBM cells, a 3D spheroid culture was generated using T98G cells—the cell line which was the most prone to oxidative damage, cell cycle changes, and apoptosis induction. Those 3D structures consisted of highly proliferative cells without the necrotic areas within them (Figure 10).

The T98G spheroids were exposed to the influence of lichen secondary metabolites for 48 h and subjected to microarray analysis. 

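T98G is an established human glioblastoma cell line. Its spheroids formed over 5 days from 1000 cells per well, and RNA was taken 48 h after the compounds were added. The 8 groups were a control, whose vehicle the sources used here do not give for the arrays, temozolomide (TMZ, the alkylating drug of standard glioblastoma therapy) alone at 100 µM, and TMZ at that dose together with 1 of 6 lichen compounds. The lichen compounds were atranorin, physodic acid and squamatic acid at 25 µM, caperatic acid and salazinic acid at 50 µM, and lecanoric acid at 100 µM. The study describes atranorin, squamatic acid and lecanoric acid as depsides, physodic acid and salazinic acid as depsidones, and caperatic acid as a polycarboxylic fatty acid. RNA of 3 replicates per group was pooled, and each pool was hybridised to 1 Affymetrix Human Gene 2.1 ST array. With 1 array per group no difference has a replicate check, so no p-value across genes is given and every difference describes these arrays, whose number limits the precision. All 7 treatments are set against the same control array. For RNA isolation and labelling the paper names the RNeasy MinElute and GeneChip WT PLUS kits, whereas the sample labels name TRI Reagent with NucleoSpin columns and the GeneChip IVT Express kit.

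The authors computed RMA (robust multiarray average) signals on a log2 scale. They run from −0.563 to 11.54 over 53617 transcript clusters, the array's probe sets for 1 transcript unit each. Of these clusters, 23871 carried 1 gene symbol, 1842 several and 27904 none in the annotation used here. Counts were made over the clusters with 1 symbol, and a gene with several clusters is given by the cluster with the highest mean signal over the 8 arrays. Olfactory receptor genes, which are mostly silent outside the nose, mark the floor of the signal. The 95th percentile of their mean signals was 0.406, and 11503 of the clusters with 1 symbol (48.2%) lay above it. Median signals per array lay between 0.290 and 0.324. The array of caperatic acid with TMZ stood apart: its olfactory receptor median was the highest, 0.248 against 0.146 on the control array, and the SD of its signals the smallest, 1.25 against 1.32. A difference is the log2 signal of a treated array minus that of the reference array, and a transcript counts as lower or higher where it lies more than 2-fold from the reference, as in the paper's methods. Gene lists were fixed before the data were examined, but Fig. 11C,D, made from the same arrays, had been seen when the plan was written. The lists share genes with these figures, so their percentiles are not independent of them. Each list is described by the median difference of its measured members, and by the percentile of that median among 10000 random lists of the same size matched on signal. In simulated data (1 treatment array, 1 control array, 22395 genes), 100% of genes lowered 4-fold and 88% of genes lowered 2.5-fold were recovered. The lowered genes were all well above the floor, so dimmer ones were not checked. In the lower direction alone, 43 unchanged genes passed 2-fold, while 45 transcripts were lower with TMZ alone. The simulated scatter of a gene was its spread over the treated arrays other than those with caperatic acid and atranorin. That spread holds differences between compounds as well as noise. The 43 may therefore overstate noise, and it does not show that the 45 are noise.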

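CCL2, a chemokine that attracts monocytes, shows how far single genes could lie apart between these spheroid cultures: its log2 signal was 7.30 in the control, 4.64 with caperatic acid and TMZ, and 4.23 with lecanoric acid and TMZ. Over all named transcripts, the control and the caperatic acid + TMZ array were the farthest apart of the 28 pairs of arrays, with 567 transcripts more than 2-fold apart and a Pearson's r of 0.966 across genes, which are not independent replicates. Squamatic acid + TMZ and lecanoric acid + TMZ were the closest, with 37 such transcripts, and salazinic acid + TMZ and lecanoric acid + TMZ had the highest r, 0.988. The caperatic acid + TMZ array also lay far from salazinic acid + TMZ (363 transcripts) and from TMZ alone (222 transcripts), and its nearest array was atranorin + TMZ with 131. TMZ alone differed from the control by 64 transcripts, and from the array of squamatic acid and TMZ by 44.

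**Figure D1:**
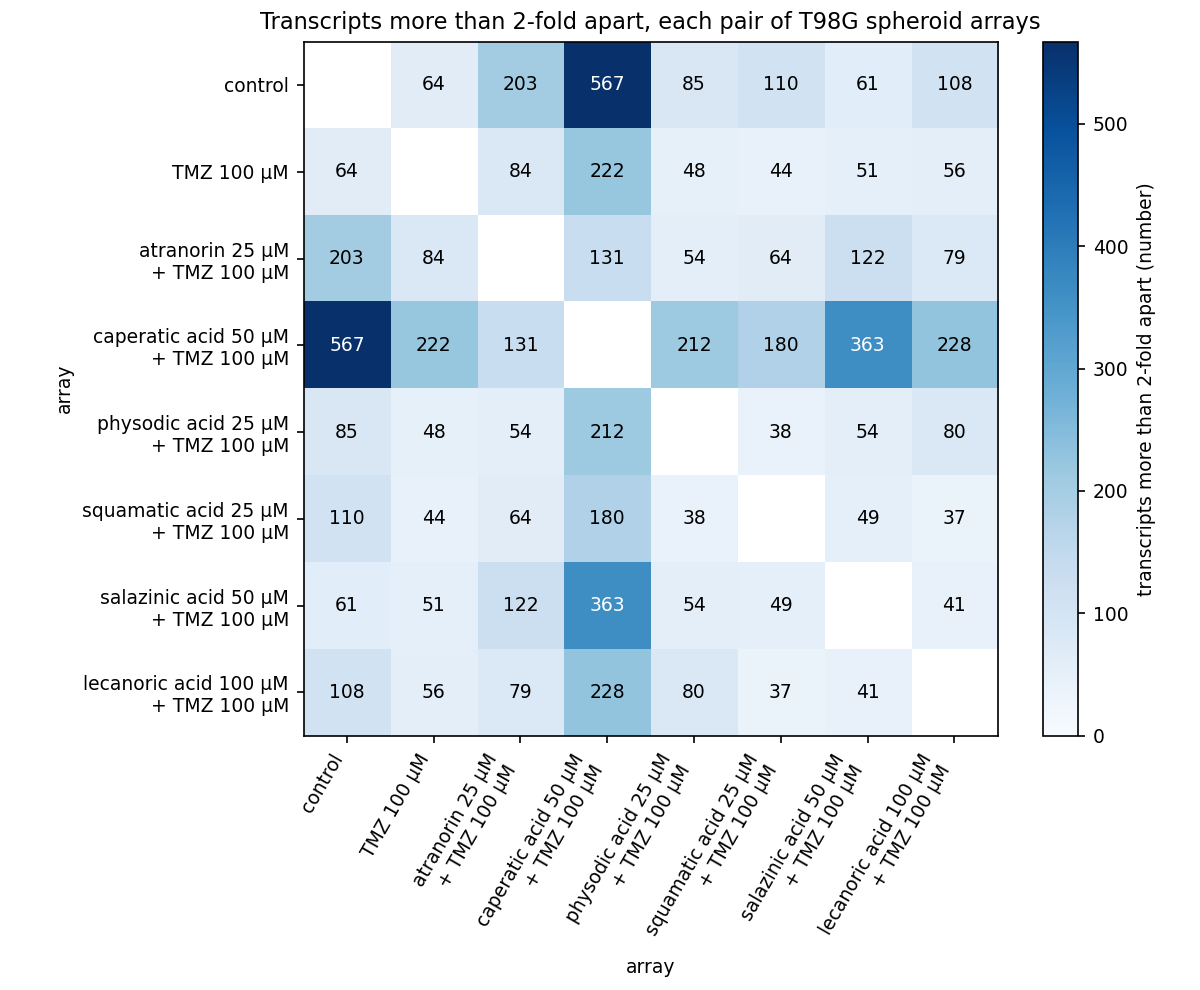
Number of named transcripts more than 2-fold apart in each pair of the 8 arrays, with both axes listing the groups and darker blue for higher numbers. The highest number, 567, is that of caperatic acid + TMZ and the control, and the row of caperatic acid + TMZ runs from 131 against atranorin + TMZ upward. Pairs without caperatic acid reach at most 203, for control and atranorin + TMZ.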

A pairwise scatter plot analysis was performed to determine the general profiles of the whole gene expression in the control (1), TMZ 100 µM (2), atranorin 25 µM + TMZ 100 µM (3), caperatic acid 50 µM + TMZ 100 µM (4), physodic acid 25µM + TMZ 100 µM (5), squamatic acid 25 µM + TMZ 100 µM (6), salazinic acid 50 µM + TMZ 100 µM (7), and lecanoric acid 100 µM + TMZ 100 µM (8) experimental groups; this pairwise analysis revealed the patterns of upregulated and downregulated genes compared to the control (Figure 11A). Each color dot corresponds to one differentially-expressed transcript, with orange and green dots representing the downregulated and upregulated genes in each experimental group, respectively. A gene expression FC > abs. 2 and an adjusted *p* value of ≤0.05 were considered to indicate significantly changed gene expression. 

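IGFBP4, which binds insulin-like growth factors, was among the lowest transcripts with caperatic acid and TMZ. It had a log2 signal of 4.88 in the control and 2.11 with caperatic acid (difference −2.77). The chemokine CCL2 differed by −2.66, the peptidase inhibitor PI15 by −2.31 and CLSTN2, a member of the cadherin superfamily, by −2.22. The other 6 of its 10 lowest were COL1A2, COL12A1, TGFB1I1, FOSL1, ITGA8 and CDH11. Its highest transcripts were mostly small nucleolar RNAs, which guide the chemical modification of other RNAs: SNORA33 (4.29 against 6.46, difference 2.17), SNORA37 (1.91), SNORA60 (1.84) and SNORD104 (1.75). With atranorin and TMZ the lowest was EZR (−1.90), which links actin to the cell membrane, followed by XPO6, the export receptor of actin (−1.85), the cytidine deaminase APOBEC3C (−1.74) and the mitotic motor KIF4A (−1.71). With lecanoric acid and TMZ the lowest was CCL2 (−3.07), and PSAT1, an enzyme of serine synthesis, was among the highest (3.27 in the control, 5.04 with lecanoric acid, difference 1.77). With physodic acid and TMZ the lowest after CCN4 were CLSTN2 (−1.58), the transcription factor JUN (−1.51) and RN5S408, a 5S ribosomal RNA sequence (−1.43). With squamatic acid and TMZ, USP17L5 and SNORD42A (1.92) were the highest, and the Rab escort protein gene CHML (−1.41) was among the 5 lowest. With salazinic acid and TMZ the highest were MIR548H2 (1.77), NOSIP (1.62) and the replication protein RPA3 (1.59). SNORD59B (−1.59, below the floor with salazinic acid) was the second lowest. TMZ alone had the ubiquitin ligase RNF26 lowest (−1.48) and MIR3689F, a microRNA with near-identical copies whose probes may be shared, highest (1.65).

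In all, 45 named transcripts were lower and 19 higher than in the control with TMZ alone, 145 and 58 with atranorin and TMZ, and 511 and 56 with caperatic acid and TMZ. The numbers were 55 lower and 30 higher with physodic acid, 73 and 37 with squamatic acid, 27 and 34 with salazinic acid, and 76 and 32 with lecanoric acid, each with TMZ. Small RNAs make up 8.31% of the named transcripts, but 16 of the 19 higher ones with TMZ alone, 26 of 37 with squamatic acid, 19 of 30 with physodic acid, 33 of 56 with caperatic acid, 32 of 58 with atranorin, 18 of 34 with salazinic acid and 7 of 32 with lecanoric acid. A different scaling between arrays, cyclic loess, which removes differences that depend on signal, moved the balance: to 22 lower and 24 higher for TMZ, 67 and 82 for atranorin, 177 and 92 for caperatic acid, 37 and 34 for physodic acid, and 47 and 42 for squamatic acid. It moved less for salazinic acid (29 and 34) and lecanoric acid (60 and 36).

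**Figure D2:**
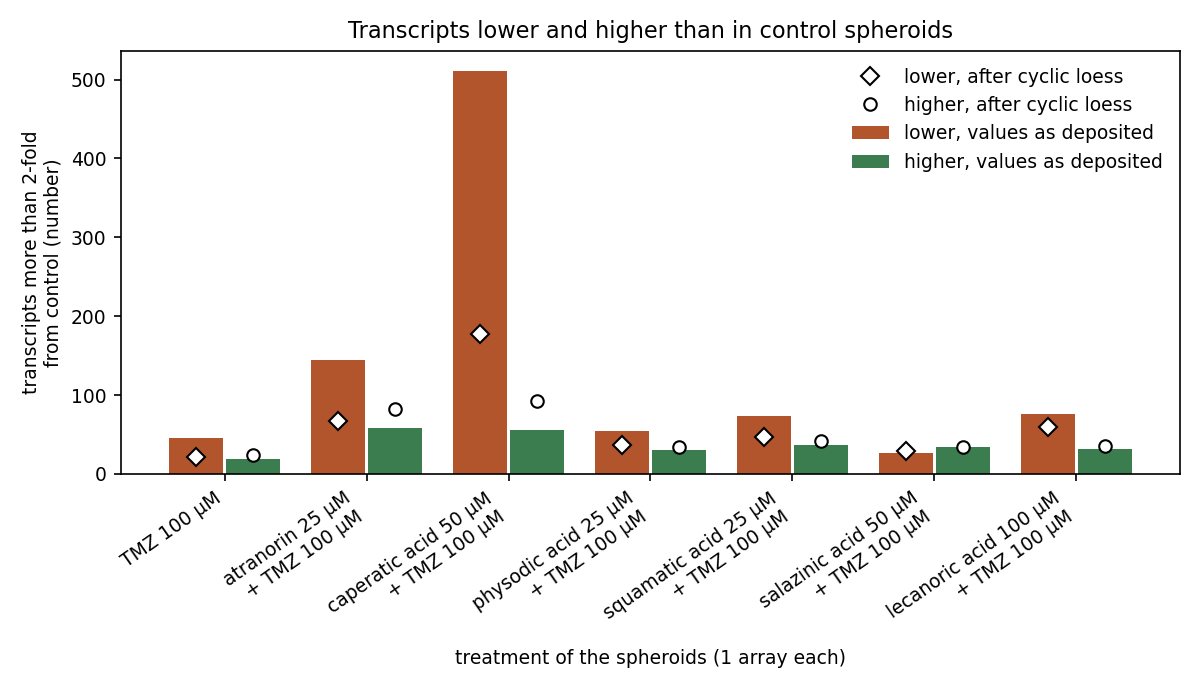
Number of named transcripts more than 2-fold lower (brown bars) or higher (green bars) than in control spheroids on each of the 7 treated arrays, with the numbers after cyclic loess as diamonds (lower) and circles (higher). The brown bar of caperatic acid + TMZ, 511, is the tallest, and its diamond at 177 is still above the diamonds of the other treatments, which reach 67.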

Based on those criteria, the number of significantly changed genes in all experimental groups vs. the control were, respectively, as follows: downregulated: 46 (TMZ 100 µM), 161 (atranorin 25 µM + TMZ 100 µM), 530 (caperatic acid 50 µM + TMZ 100 µM), 58 (physodic acid 25 µM + TMZ 100 µM), 76 (squamatic acid 25 µM + TMZ 100 µM), 28 (salazinic acid 50 µM + TMZ 100 µM), and 79 (lecanoric acid 100 µM + TMZ 100 µM) and upregulated: 15 (TMZ 100 µM), 34 (atranorin 25 µM + TMZ 100 µM), 54 caperatic acid 50 µM + TMZ 100 µM, 28 (physodic acid 25µM + TMZ 100 µM), 33 (squamatic acid 25 µM + TMZ 100 µM), 34 (salazinic acid 50 µM + TMZ 100 µM), and 28 (lecanoric acid 100 µM + TMZ 100 µM).

Differentially expressed genes from each group (TMZ 100 µM vs. control; atranorin 25 µM + TMZ 100 µM vs. control; caperatic acid 50 µM + TMZ 100 µM vs. control; physodic acid 25 µM + TMZ 100 µM vs. control; squamatic acid 25 µM + TMZ 100 µM vs. control; salazinic acid 50 µM + TMZ 100 µM vs. control; lecanoric acid 100 µM + TMZ 100 µM vs. control) were then assigned to Gene Ontology (GO). 

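PRKDC, the DNA-dependent protein kinase of non-homologous end joining, differed from the control by −1.11 on the log2 scale with caperatic acid and TMZ, and by −0.81 with lecanoric acid and TMZ. XRCC4, which acts in the same repair route, lay above the control by 0.97 with physodic acid and TMZ, within 2-fold. Of 20 measured DNA repair genes, PRKDC with caperatic acid was the 1 lower call, and there was none on the other 6 arrays. The median of that list with caperatic acid was −0.23, at the 50.1th percentile of matched random lists.

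Among genes of protein deubiquitination, USP17L5 was higher by 2.38 with squamatic acid (0.87 against 3.25), by 1.89 with lecanoric acid, by 1.11 with salazinic acid and by 1.01 with atranorin, each with TMZ. USP17L5 belongs to a family of near-identical copies, so its probes may be shared and the copy is uncertain. Of histone genes, which form the nucleosome, none of 31 measured passed 2-fold on any of the 7 arrays. Of 56 listed replication-dependent histone genes only 21 were measured with 1 symbol, so much of the family was not seen here. On the caperatic acid array their median was −0.15, and the members farthest from control were H2AC21 (0.80), H1-4 (−0.76) and H2BC21 (−0.72), in a family where copies are also near-identical. The histone acetyltransferase EP300 was lower by −1.56 with caperatic acid, −1.56 with squamatic acid, −1.41 with atranorin and −1.08 with TMZ alone, and within 2-fold on the other arrays. The acetyltransferase KAT2A was lower by −1.40 with physodic acid.

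Of genes that shape the actin cytoskeleton, FSCN1, which bundles actin filaments, differed by −1.46 with caperatic acid and by −1.13 with lecanoric acid. The kinase ROCK1, which drives actomyosin contraction, differed by −1.26 with atranorin and −1.06 with caperatic acid. DPYSL3, a cytoskeletal protein of migrating cells, differed by −1.45 with caperatic acid and −1.29 with atranorin.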

The GO analysis showed that the addition of lichen secondary metabolites and TMZ alters the expression of certain genes that play an essential role in the regulation of signaling pathways, inter alia: “positive regulation of cell proliferation”, “double−strand break repair via nonhomologous end joining”, extracellular matrix organization”, “cell migration”, “cell adhesion”, “protein deubiquitination”, “ubiquitin−dependent protein catabolic process”, “transforming growth factor beta receptor signaling pathway”, “nucleosome assembly”, and “regulation of actin cytoskeleton organization”. Note that the variant, caperatic acid 50 µM + TMZ 100 µM vs. control, resulted in the greatest number of altered biological processes (Figure 11B).

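On the array of caperatic acid with TMZ, lower genes were spread over more of the fixed gene lists than on any other. This array also had the most lower transcripts (511), which by itself puts lower genes in more lists. Lists also share genes, and the spread to be had from the number alone was not computed. Of 28 lists of pathways and processes, 21 held at least 1 gene lower than in the control and 14 held at least 3. With atranorin and TMZ the numbers were 14 and 4, with lecanoric acid 11 and 3, with squamatic acid 9 and 3, with salazinic acid 7 and 0, with TMZ alone 6 and 0, and with physodic acid 5 and 2. Genes higher than in the control were found in 1 list with caperatic acid, namely PSAT1 (1.16) of the integrated stress response. The lists with most lower members on this array were extracellular matrix (13 of 34), focal adhesion and actin (9 of 30) and the target genes of the growth regulators YAP and TAZ (8 of 22). They were followed by TGF-β signaling and cadherins (7 each) and by MAPK response genes (6 of 30).

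All 28 list medians with caperatic acid lay below 0, but after cyclic loess those of the NRF2 response, the unfolded protein response, PPAR targets and neural genes lay above 0. Matched random lists lay below 0 on this array as well, such as −0.30 for mitosis and −0.34 for DNA replication. With TMZ alone, 27 of the 28 list medians lay below 0, and with salazinic acid 20. In percentile among matched random lists, 7 lists with caperatic acid lay at or below the 0.5th, against 10 with squamatic acid, 9 with lecanoric acid and 8 with atranorin.

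**Figure D3:**
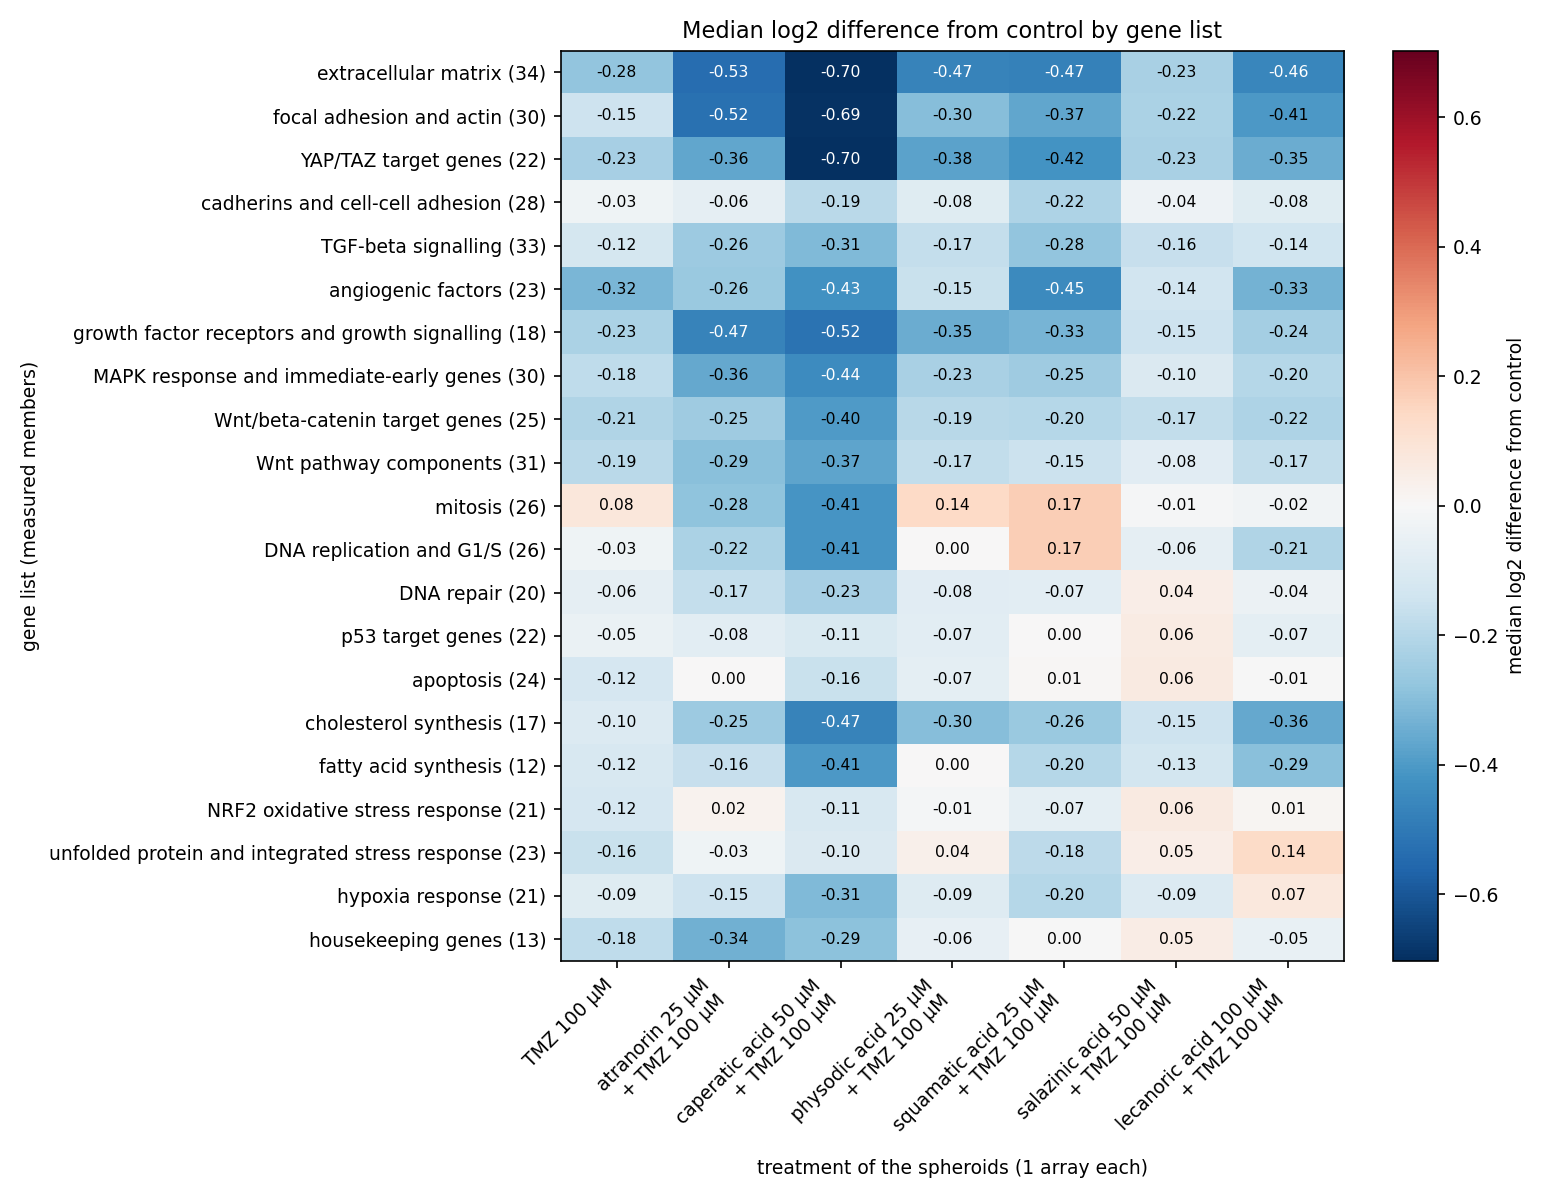
Median log2 difference from control for 21 gene lists (vertical axis, with the number of measured members) on the 7 treated arrays (horizontal axis), blue below 0 and red above 0. The deepest blue is in the caperatic acid + TMZ column, −0.70 for extracellular matrix and for YAP/TAZ targets and −0.69 for focal adhesion, whereas mitosis genes are above 0 with TMZ alone (0.08), physodic acid (0.14) and squamatic acid (0.17). After cyclic loess the sign turns for NRF2 with caperatic acid, for the unfolded protein response with caperatic acid and atranorin, for mitosis and DNA repair with lecanoric acid and for DNA replication with TMZ alone, and centring turns medians close to 0 for DNA replication and fatty acid synthesis with physodic acid, p53 targets and apoptosis with squamatic acid, and apoptosis and NRF2 with atranorin.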

Due to the structure of the GO database, single genes can often be assigned to many ontological terms. For this reason, the relationship between genes and GO terms were mapped with circos plots, with visualization of logFC values and gene symbols. All of those genes were either upregulated (green color) or downregulated (red color) (Figure 11C) in the treated spheres compared to control. 

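FOSL1, TGFB1I1 and CCN4, which encode a subunit of the AP-1 transcription factor, a co-activator found at focal adhesions and a secreted matricellular protein, were lower than in the control on all 7 treated arrays. CARM1, an arginine methyltransferase that co-activates transcription, was lower on 6, from −1.16 with TMZ alone to −1.71 with atranorin, and differed by −0.77 with lecanoric acid. SLIT2, a secreted guidance protein that acts on cell migration, was lower on 6 as well, with −1.69 for caperatic acid and −0.79 for TMZ alone. LRP1, an endocytic receptor, JUN, THBS1, CDH6 and CDH11 were lower on 5. LRP1 differed by −1.26 with caperatic acid and −1.27 with squamatic acid, and JUN by −1.79 with caperatic acid and −0.16 with salazinic acid.

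Of 90 gene symbols legible in Fig. 11C, 84 were measured with 1 symbol. With caperatic acid and TMZ 81 of them were lower by more than 2-fold, with lecanoric acid 22, with atranorin 21, with squamatic acid 16, with physodic acid 14, with salazinic acid 10 and with TMZ alone 6. None was higher by more than 2-fold on any array. Their median difference was −1.29 with caperatic acid, −0.79 with atranorin and −0.63 with TMZ alone. Some lay above the control elsewhere, such as GADD45GIP1, a mitochondrial protein that acts on the cell cycle, at −1.34 with caperatic acid but 0.61 with lecanoric acid, and KIF14 at 0.31 with TMZ alone. These genes were read from a figure on the same samples, so their direction is not independent evidence. Against the median of all 8 arrays in place of the control, CARM1 with TMZ alone turned to 0.17 and SLIT2 with atranorin to 0.02. That reference is set mostly by treated arrays, so a difference shared by the treatments vanishes there by construction. Such turns do not tell whether the treated arrays lie below the control.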

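KIF11, the kinesin that pushes centrosomes apart, differed from the control by −1.48 with caperatic acid and TMZ, and NDE1 and NDEL1, dynein regulators at the centrosome, by −1.43 and −1.15. The kinesin subunit KIF3B differed by −1.17. None of these 4 was more than 2-fold lower on another array, and NDE1 lay at 0.14 with salazinic acid.

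Of cell-cell adhesion genes, CDH11, a cadherin of mesenchymal cells, differed by −2.34 with caperatic acid (4.74 against 2.39), by −1.25 with lecanoric acid and by −1.24 with squamatic acid. CDH6, another cadherin, differed by −1.91, −1.27 and −1.14 on these arrays. The receptor phosphatases PTPRM and PTPRF, which sit at cell contacts, differed by −1.44 and −1.30 with caperatic acid. PTPRF lay below the floor there (0.31), so the size of its difference is uncertain. Of 28 measured cadherins and adhesion genes, 7 were lower with caperatic acid, 3 each with lecanoric and physodic acid, 2 each with squamatic acid and atranorin, and none with salazinic acid or TMZ alone.

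Of integrins, which bind cells to the matrix, ITGA8 differed by −2.40 with caperatic acid (3.84 against 1.44) and −1.11 with atranorin. ITGB5 differed by −1.56 with caperatic acid and by −1.06 with both atranorin and physodic acid. ITGB8 differed by −1.93 with caperatic acid and lay at 0.04 with salazinic acid and −0.03 with TMZ alone. ILK, a kinase that joins integrins to actin, differed by −1.20 and the adhesion protein vinculin (VCL) by −1.18 with caperatic acid. Against the median of all 8 arrays, the differences of CDH11 (0.01) and CDH6 (0.03) with physodic acid turned to above 0. For genes lower on most treated arrays this follows from the reference, which is set mostly by those arrays.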

All these genes are involved in several different pathways activated after TMZ and lichen secondary metabolites treatment, including mitotic centrosome separation, cell migration, cell-cell adhesion, substrate adhesion-dependent cell spread, and cell-matrix adhesion.

A pathway analysis was also performed for the differentially expressed genes based on the Kyoto Encyclopedia Genes and Genomes (KEGG) database. This analysis allowed us to determine the biological pathways “Cell cycle”, “TGF-beta signaling pathway”, “Wnt signaling pathway”, “MAPK signaling pathway”, “Focal adhesion”, and “Focal adhesion”, which involve a significant enrichment of differentially expressed genes in the examined groups (*p* < 0.05). 

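With caperatic acid, focal adhesion was the list with most lower members after extracellular matrix. CNN2, an actin-binding calponin, differed from the control by −1.97 with lecanoric acid, −1.66 with caperatic acid and −1.25 with atranorin. The adaptor CRKL, which passes on integrin signals, differed by −1.24 with caperatic acid, and talin (TLN1), which links integrins to actin, by −1.28 with atranorin and −1.07 with caperatic acid. Of 30 measured genes of focal adhesion and actin, 9 were lower with caperatic acid, 5 with atranorin, 2 with lecanoric acid, 1 each with physodic and salazinic acid, and none with squamatic acid or TMZ alone. Medians ran from −0.15 with TMZ alone to −0.52 with atranorin and −0.69 with caperatic acid, the last being −0.46 after cyclic loess. The atranorin, caperatic, physodic and lecanoric acid medians lay below all 10000 matched random lists.

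In the list of Wnt pathway components, 3 of 31 were lower with caperatic acid and 1 each with TMZ alone, atranorin and squamatic acid. In the lists of mitosis and of DNA replication, 4 of 26 and 2 of 26 were lower with caperatic acid, and none on the other 6 arrays. The lists are textbook ones and not the KEGG gene sets, and enrichment p-values over single arrays are not given here.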

Differentially expressed genes belonging to these pathways were assigned to a predetermined color scale, which was subsequently imposed on the gene/protein symbol field (Figure 11D).

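PRKCA, RRAS and ACTN4 stand apart among the pathway genes, since only atranorin and TMZ left them more than 2-fold lower. PRKCA, a protein kinase C, differed from the control by −1.23 with atranorin and −0.88 with caperatic acid. The Ras-related GTPase RRAS differed by −1.06 and −0.65, and the actin crosslinker ACTN4 by −1.12 and −0.78. NLK, a kinase that acts on Wnt signaling, differed by −1.16 on both arrays. MAP3K1, a kinase upstream of JNK, differed by −1.40 with caperatic acid and −1.23 with squamatic acid, and JUND, an AP-1 subunit, by −1.32 with caperatic acid. IL1R1, the receptor of interleukin-1, differed by −1.13 with caperatic acid.

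Of 55 symbols legible in Fig. 11D, 47 were measured with 1 symbol. With caperatic acid and TMZ 43 of these were lower by more than 2-fold, with atranorin 15, with squamatic and lecanoric acid 8 each, with salazinic acid 5, with physodic acid 4 and with TMZ alone 2, and none was higher on any array. The median difference was −1.25 with caperatic acid, −0.73 with squamatic acid and −0.44 with salazinic acid. Since the symbols were read from a figure made from the same arrays, these tallies are not independent of it.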

## 4. Discussion

Lichen secondary metabolites hold great promise for biopharmaceutical applications [1]. However, data regarding their potential use as anti-GBM agents are scarce. Novel drugs or drug combinations are urgently needed to prolong GBM patients’ lifespan, which is only around 14 to 20 months [26]. Currently, this disease is incurable and even though some clinical benefit is manifested after the gold standard therapy consisting of surgery, radiotherapy and TMZ chemotherapy (Stupp protocol), tumor relapse is almost inevitable [27]. Moreover, around 50% of patients do not benefit from TMZ, due to the MGMT-dependent resistance mechanism [26]. Another important factor contributing to the GBM chemo- and radiotherapy resistance is the hyperactivated Wnt/β-catenin pathway [11,28]. Thus, this signaling pathway has become the novel drug target for GBM treatment [11,12,29].

Therefore, in this study we examined the anti-GBM effects as well as the underlying molecular mechanisms, including the impact on Wnt/β-catenin and other cancer-related signaling pathways of lichen secondary metabolites used as a single compound or combined with TMZ. To the best of our knowledge, such a therapeutic approach has never been studied before. The metabolites derived from *H. scalaris* (lecanoric acid), *C. uncialis* (squamatic acid), *H. physodes* (physodic acid), *P. sulcata* (salazinic acid), and *P. glauca* (caperatic acid) were analyzed. We also analyzed atranorin, which is present in many lichen species [16]. Atranorin, lecanoric acid, and squamatic acid are depsides, physodic acid and salazinic acid are depsidones, and caperatic acid is a poly-carboxylic fatty acid. They were investigated using a 2D model of TMZ-sensitive (A-172) and TMZ-resistant (T98G and U-138 MG) GBM cell lines, supported by a 3D-spheroid model of T98G cells.

The initial obstacle that therapies against GBM must overcome is the BBB. Our results show that the permeability coefficient of all the analyzed compounds, except salazinic acid, was high enough to treat these compounds as BBB permeable. This opens up the pathway for their simple delivery to the CNS. In the case of salazinic acid, novel drug delivery systems, such as ligand-anchored dendrimers that utilize receptor-mediated transcytosis should be taken into consideration [11].

Our previous studies confirmed the cytotoxic potential of physodic acid and salazinic acid [5,14]. Here we show that atranorin, squamatic acid, and caperatic acid dose-dependently also reduce the number of living GBM cells. Additionally, lecanoric acid in the highest tested concentration, which was 100 µM, diminished the number of GBM cells. We assume that one of the mechanisms responsible for the cytotoxic potential of physodic acid and squamatic acid is oxidative stress generation, as was shown in our T98G cell line flow cytometry analysis. Another possible mechanism would be the interference with the cell cycle regulatory mechanisms. In our study, atranorin, caperatic acid, and salazinic acid altered the distribution of the cell cycle phases in the T98G cell line. In a study of Roser et al. 30 µg/mL atranorin and 30 µg/mL lecanoric acid significantly reduced the viability of HCT-116 cells; however, atranorin had no significant effect on the cell cycle distribution, whereas lecanoric acid caused HCT-116, NIH3T3, and HeLa cell cycle arrest in the G2 phase [30]. In another study, atranorin selectively inhibited MDA-MB-231 and MCF-7 breast cancer cells in a differential and dose-dependent manner with the IC_50_ concentration of 5.36  ±  0.85 μM and 7.55  ±  1.2 μM, respectively [31]. The cytotoxic activity of lichen secondary metabolites was also observed in different cancer cell line models, including lung cancer [32] or melanoma [33]. Importantly, the reports show higher cytotoxic properties of lichen-derived compounds to cancer cells as compared to non-cancer cells [34,35,36].

Our previous studies revealed that lichen secondary metabolites, especially caperatic acid and physodic acid, exert anticancer properties, inhibiting Wnt/β-catenin pathway in colorectal cancer cells [15,37]. Moreover, in a study by Zhou et al., atranorin was found to suppress β-catenin-mediated TOPFLASH activity by inhibiting the nuclear import of β-catenin and downregulating β-catenin/LEF and c-jun/AP-1 downstream target genes such as *CD44*, *CCND1*, and *c-MYC* in lung cancer cells [32]. To the best of our knowledge, our study is the first to show that in GBM cell lines, β-catenin, a major downstream effector of the Wnt pathway, is downregulated by lichen secondary metabolites, both when they are used as single agents or in the combination with TMZ. Additionally, the Wnt target genes were often downregulated, and the most significant downregulation was observed in U-138 MG cell line when lichen secondary metabolites, in particular caperatic acid, were combined with TMZ. Importantly, here we show that lichen secondary metabolites inhibit Wnt signaling even in the MGMT expressing, TMZ resistant GBM cell lines. This is in line with the study by Yun et al., who found that combinatorial therapeutic strategies of TMZ plus a small molecule inhibitor of the Wnt/β-catenin pathway act synergistically in GBM cells [28]. Taking into consideration that the Wnt/β-catenin signaling pathway induces TMZ-resistance [28], lichen secondary metabolites can be considered as a potential adjuvant therapy resensitizing cells to this chemotherapeutic drug.

Since Wnt signaling and apoptosis are interconnected, we assumed that lichen secondary metabolites might also induce apoptosis in GBM cells. This was found to be true in the case of the T98G cell line, but not in two other cell lines. Among all the compounds analyzed, physodic acid was found to induce the strongest pro-apoptotic effects, leading to almost 80% of apoptotic cells detected following 48 h treatment. Similar results were also obtained by Cardile et al., who found that physodic acid activated an apoptotic process, probably involving the reduction of Hsp70 expression, in A375 melanoma cancer cells [33]. In another study, the treatment of Jurkat cells with an extract from the lichen *Pseudevernia furfuracea* and its major constituent, physodic acid, resulted in intrinsic caspase-dependent cell death induction, which was associated with increased oxidative stress, DNA damage, and cell cycle arrest [38]. The authors report the activation of cell cycle checkpoint proteins p53, p21, and p27 and stress/survival kinases p38 MAPK, JNK, and PI3K/Akt as a result of *P. furfuracea* and physodic acid treatment [38]. In our study, squamatic acid, salazinic acid, and lecanoric acid also induced apoptosis in GBM cells, and the percentage of apoptotic cells was even higher as compared to the effects of the 100 nM anticancer drug, topotecan. These results are in line with a study by Nguyen et al., who found that among 17 lichens species, *Flavocetraria cucullata* exhibited the most potent cytotoxicity and pro-apoptotic effect in several human cancer cell lines and usnic acid, but also salazinic acid, squamatic acid, baeomycesic acid, d-protolichesterinic acid, and lichesterinic acid were found as major subcomponents of its acetone extracts [36]. Moreover, contrarily to our result, in a study of Roser et al. lecanoric acid did not induce apoptosis, whereas atranorin at 30 µg/mL significantly induced apoptosis in HCT-116 cells [30]. Harikrishnan et al. also reported that atranorin significantly downregulated the anti-apoptotic Akt, and increased the Bax level and caspases-3 activity in breast cancer cells [31]. These results clearly demonstrate that the pro-apoptotic effects of lichen secondary metabolites are cell line-dependent and require further study.

Additional lichenochemical target genes and signaling pathways were also revealed by our microarray analysis. Since spheroids mimic the in vivo behavior of cells better than monolayer culture, we decided to establish a 3D culture of the T98G cell line. This cell line was chosen for the spheroid formation for three reasons. First, because it was able to grow in a 3D culture; next, because it seemed the most prone to lichenochemical treatment, based on our ROS generation, cell cycle and apoptosis analysis; and finally, because it is TMZ resistant and exemplifies the most challenging tumor. Interestingly, our transcriptome profiling showed the most promising anti-GBM properties of the combination of caperatic acid and TMZ. 

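Against salazinic acid, the other compound given at 50 µM, matrix genes had a lower median with caperatic acid. IGFBP4 was lower by −2.40 (2.11 against 4.51), PI15 by −2.26, FAM20B, a kinase of proteoglycan synthesis, by −2.23 and the ribosome biogenesis gene NOP53 by −2.14. The small RNA SCARNA17 was lower by −3.03, while SNORA33 (1.96) and SNORA37 (1.61) were higher. In all, 321 transcripts were lower and 42 higher with caperatic acid than with salazinic acid (98 and 62 after cyclic loess, a setting chosen after seeing the data, as were the genes named for matched doses). Medians of the matrix list (−0.41), focal adhesion (−0.47) and YAP/TAZ targets (−0.46) lay at or below the 0.3th percentile of matched random lists, and the mitosis list (−0.38) at the 21.6th.

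The 3 compounds given at 25 µM lay closer together. Atranorin, a depside, and physodic acid, a depsidone, differed by 29 lower and 25 higher transcripts (22 and 42 after cyclic loess). KIF4A, a kinesin of chromosome condensation, was lower with atranorin by −2.09, RRN3, an initiation factor of ribosomal RNA synthesis, by −1.80 and EZR by −1.47. Atranorin and squamatic acid, both depsides, differed by 35 lower and 29 higher (23 and 39 after cyclic loess), with KIF4A lower by −1.81 and the small nucleolar RNA SNORA50C by −2.57. Mitosis genes were lower with atranorin in both comparisons, with a median of −0.37 each. Physodic and squamatic acid differed by 19 transcripts each way (22 and 12 after cyclic loess), with GBP4, an interferon-induced GTPase, lower with physodic acid by −1.42 and MIR21 higher by 1.23. With 1 array each, no interval of these differences can be given, and lecanoric acid at 100 µM has no partner at its dose. Caperatic acid also had more lower than higher transcripts against physodic acid (189 and 23, after cyclic loess 72 and 42), squamatic acid (152 and 28, then 68 and 40), lecanoric acid (194 and 34, then 56 and 50) and atranorin (106 and 25, then 69 and 32), at other doses.

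On its transcriptome profile, the paper states that caperatic acid with TMZ has the most promising properties against glioblastoma.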

Treatment with these two compounds resulted in the most significant downregulatory transcriptomic changes in cancer-related genes involved in e.g., vasculogenesis, TGF-β signaling, or positive regulation of proliferation, among others. Moreover, genes involved in cell adhesion, cell migration, and cell-matrix adhesion were found to be downregulated after the treatment with caperatic acid and TMZ. 

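The comparison with TMZ alone leaves the control array out. PI15, a peptidase inhibitor, had a log2 signal of 7.20 with TMZ alone and 4.11 with caperatic acid and TMZ (difference −3.09), and IGFBP4 differed by −2.44. The microRNA MIR4516 differed by −2.22, but TMZ alone was itself above the control there (2.49 against 0.89). Its signal with caperatic acid (0.27) lay below the floor. The highest were SNORA33 (1.83), SNORA60 (1.73) and SNORA12 (1.55). Of 33 measured genes of TGF-β signaling, TGFB2, a TGF-β ligand, differed by −1.47, THBS1, which activates latent TGF-β, by −1.16 and the pseudoreceptor BAMBI by −1.02, and the median was −0.24 (1.74th percentile). Of 23 genes listed for angiogenesis, only THBS1 was more than 2-fold lower than with TMZ alone. THBS1 inhibits angiogenesis, so the list mixes genes of both directions and its median gives no direction of angiogenesis. Next came ADM, a vasodilator peptide (−0.92), CAV1 (−0.86) and the VEGF co-receptor NRP1 (−0.72). The median of the 23 was −0.10, at the 59.8th percentile, while against the control it was −0.43 with 5 lower. Among growth factor receptors and growth signaling none of 18 was more than 2-fold from TMZ alone, with −0.59 for the receptor tyrosine kinase AXL and −0.58 for EGFR. Against the control, AXL (−1.44), PDGFRB (−1.25), STAT3 (−1.12) and MTOR (−1.03) were lower with caperatic acid, with a list median of −0.52.

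Against TMZ alone, 177 transcripts were lower and 45 higher with caperatic acid, 41 and 43 with atranorin, 31 and 25 with lecanoric acid, 16 and 32 with physodic acid, 12 and 32 with squamatic acid, and 7 and 44 with salazinic acid. After cyclic loess the numbers were 90 and 66 for caperatic acid, 28 and 52 for atranorin, 18 and 23 for physodic acid, and 9 and 25 for salazinic acid. SNORD63 was among the 3 highest against TMZ with atranorin (1.78), squamatic (2.15), salazinic (2.37) and lecanoric acid (1.98), where TMZ alone is itself below the control (5.42 against 4.39). The array of caperatic acid with TMZ has the highest floor of the 8, which bears on its dim transcripts.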

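Some adhesion genes were more than 2-fold lower with caperatic acid and TMZ than with TMZ alone. Of 34 measured matrix genes 6 were, led by COL12A1 (−2.29), a collagen at fibril surfaces, COL1A2 (−2.23) and COL5A2 (−1.18, below the floor with caperatic acid). Of 30 genes of focal adhesion and actin 3 were, namely ITGB8 (−1.90), VCL (−1.12) and ILK (−1.08). Of 28 cadherins and adhesion genes 4 were: CDH6 (−1.75), CDH11 (−1.65), VCAM1 (−1.36), a receptor for leukocyte integrins, and PCDH18 (−1.36). Medians were −0.33 for the matrix list (0.01st percentile of matched random lists), −0.39 for focal adhesion (0.14th) and −0.10 for cadherins (24.2th). Against the control the cadherin median was −0.19, at the 6.28th percentile.

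Matrix proteases and their inhibitors, through which migrating cells open the matrix, had a median of −0.29 with caperatic acid against the control (1.38th percentile), with MMP2, a gelatinase, as the 1 of 27 lower (7.73 in the control, 6.73 with caperatic acid). Other genes of cell migration lower against the control were TNS3, a tensin at adhesions (−1.49), and PLXNA1, a semaphorin receptor (−1.25). PLXNA1 lay below the floor with caperatic acid, so the size of its difference is uncertain. The signs of the matrix, focal adhesion and cadherin medians stayed below 0 after cyclic loess.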

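FOSL1, which encodes the AP-1 subunit FRA-1 and is a target of Wnt signaling, had a log2 signal of 4.05 in control spheroids. It was lower on all 7 treated arrays: by −1.29 with TMZ alone and, with TMZ added, by −1.15 with atranorin, −2.48 with caperatic acid, −1.32 with squamatic acid, −1.38 with salazinic acid and −1.97 with lecanoric acid, while physodic acid (signal 3.05) lay just past 2-fold. Against TMZ alone the difference with caperatic acid was −1.18. CCN4, another Wnt target, was lower by −1.42 with TMZ alone, −1.87 with physodic acid and −2.02 with caperatic acid. SOX9, a transcription factor that Wnt signaling induces, differed by −1.71 with caperatic acid and −1.27 with physodic acid. Of 25 measured Wnt target genes, 5 were lower with caperatic acid, 4 each with atranorin, physodic and lecanoric acid, 3 with squamatic acid and 2 each with salazinic acid and TMZ alone. The list's median lay between −0.17 (salazinic acid) and −0.25 (atranorin) on 6 arrays and was −0.40 with caperatic acid, in each case at or below the 0.08th percentile. After cyclic loess the caperatic acid median was −0.19. Against TMZ alone the list lay within the limits of a call on all 6 arrays: −0.15 with caperatic acid (6.71th percentile), −0.08 with atranorin (14.0th), −0.03 with physodic acid (14.2th), −0.04 with squamatic acid (21.5th), and 0.02 with both salazinic (37.9th) and lecanoric acid (61.3th). Of pathway components, FZD7, a Wnt receptor, differed by −1.38 and GSK3B, the kinase that marks β-catenin for degradation, by −1.19 with caperatic acid, and the component median was −0.37.

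Of the transcripts lower with TMZ alone, 32 were also lower with caperatic acid, where independent lists would share 0.96 and simulated unchanged arrays against 1 control shared 9. The simulated arrays hold far fewer lower transcripts than the 511 with caperatic acid. For that reason 9 may understate what the shared control alone can give, while scatter taken from differently treated arrays may overstate it. Lower lists of caperatic acid shared 103 with atranorin (3.1 for independent lists), 63 with squamatic acid (1.56), 63 with lecanoric acid (1.63), 47 with physodic acid (1.18) and 25 with salazinic acid (0.58). Part of any excess may come from the shared control, which as 1 array cannot be split. Against the median of all 8 arrays in place of the control, FOSL1 was at 0.01 with TMZ alone, 0.16 with atranorin and 0.30 with physodic acid, and CCN4 at 0.29 with TMZ alone, 0.10 with salazinic acid and 0.01 with atranorin. The median of the Wnt targets then lay above 0 with TMZ alone (0.01), salazinic acid (0.05) and lecanoric acid (0.03). For genes lower on every treated array, as FOSL1 and CCN4 were, some treated arrays lie above that reference by construction. These values therefore do not tell whether the treated arrays lie below the control.

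**Figure D4:**
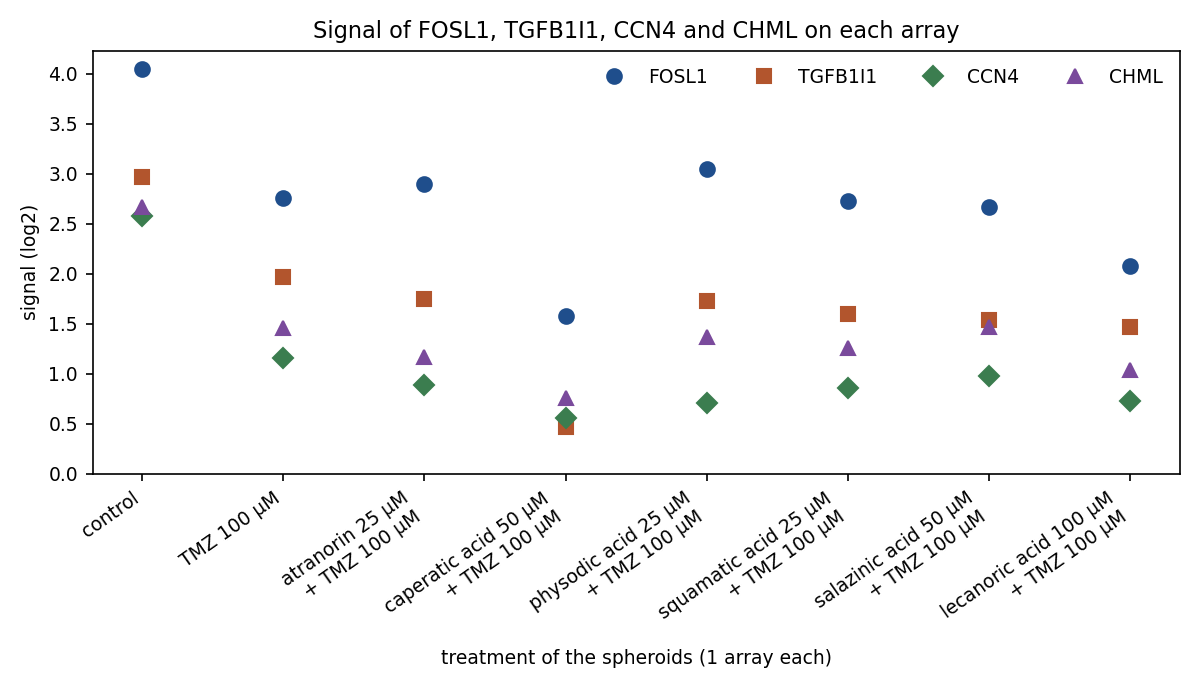
Log2 signal (vertical axis) of FOSL1, TGFB1I1, CCN4 and CHML, 4 of the 5 genes lower than control in all 7 treatments, on each of the 8 arrays (horizontal axis, 1 point per array). All 4 are highest in the control, where FOSL1 is at 4.05, and lowest with caperatic acid + TMZ, where FOSL1 is at 1.58.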

KEGG analysis also confirmed that all lichen secondary metabolites, but in particular caperatic acid and TMZ, interfere with the Wnt pathway, downregulating *FOSL1*, another of its target genes. Additionally, TGF-β and MAPK signaling pathways were identified as additional targets of lichen secondary metabolites combined with TMZ. This is an important finding, as TGF-β and MAPK pathways play critical roles in cell cycle regulation, as well as in tumor formation and metastasis [39]. It has been reported that MAPK signaling plays a key role in the co-activation of cell proliferation and CREB, a vital regulator of *CCND1* expression in GBM cells [40]. Indeed, the microarray as well as flow cytometry analysis confirmed that lichen secondary metabolites also interfere with the cell cycle. Additionally, the extracellular matrix (ECM)-receptor interaction pathway was also found to be targeted by the lichen secondary metabolites, especially caperatic acid and physodic acid when combined with TMZ. 

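TGFB1, the first of the TGF-β ligands, was lower with caperatic acid and TMZ than in the control by −1.78 and differed by −0.98 with TMZ alone. THBS1, a matrix protein that activates TGF-β, was lower by −1.72 with caperatic acid, −1.23 with lecanoric acid, −1.06 with salazinic acid, −1.05 with atranorin and −1.01 with squamatic acid. TGFB2 (−1.57) and the co-receptor ENG (−1.34) were lower with caperatic acid, and ENG also with salazinic acid (−1.19) and TMZ alone (−1.05). TGFB1I1, a co-activator induced by TGF-β, was lower by −2.50 with caperatic acid and by −1.50 with lecanoric acid. Of 33 measured genes of TGF-β signaling, 7 were lower with caperatic acid, 2 with salazinic acid, 1 each with TMZ alone, atranorin, squamatic and lecanoric acid, and none with physodic acid. The median was lowest with caperatic acid, −0.31 (3.33th percentile of matched random lists), while squamatic acid with −0.28 lay below all matched lists.

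Of MAPK response genes, DUSP10, a phosphatase that switches off JNK and p38, was lower by −1.85 with caperatic acid and differed by −0.93 with atranorin. JUN was lower by −1.64 with squamatic acid, −1.51 with atranorin and −1.45 with lecanoric acid, and SRF, the factor that drives immediate-early genes, by −1.46 with caperatic acid. Of 30 measured members, 6 were lower with caperatic acid, 3 each with atranorin and squamatic acid, 2 each with physodic and lecanoric acid, and 1 each with salazinic acid and TMZ alone. The median was −0.44 with caperatic acid (−0.28 after cyclic loess), −0.36 with atranorin and −0.10 with salazinic acid. Signs of both lists were below 0 on each array under each scaling. Against the median of all 8 arrays, the MAPK median with lecanoric acid (0.01) and the TGF-β median with salazinic acid (0.03) lay above 0. Treated arrays mostly set that reference, so a shared fall vanishes there by construction.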

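MKI67, the proliferation marker Ki-67, and KIF14, a kinesin of cytokinesis, were lower with caperatic acid and TMZ than in the control, by −1.28 and −1.42. The spindle checkpoint kinase BUB1 was lower by −1.11, MCM3, part of the replicative helicase, by −1.50 and SKP2, which targets cell cycle inhibitors for degradation, by −1.25. With atranorin MKI67 differed by −0.80 and KIF14 by −0.79, within 2-fold. With squamatic acid 19 of 26 mitosis genes and 18 of 26 replication genes lay above the control, none past 2-fold, and MCM3 lay below it (−0.48). The farthest above were NUSAP1, a spindle protein, by 0.82, the checkpoint kinase TTK by 0.80, the mitotic cyclin CCNB1 by 0.63 and the replication licensing factor CDC6 by 0.57.

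The median of 26 mitosis genes was −0.41 with caperatic acid (15.0th percentile of matched random lists; −0.12 after cyclic loess) and −0.28 with atranorin (12.4th). It was 0.17 with squamatic acid, above all matched lists, 0.14 with physodic acid (99.3th) and 0.08 with TMZ alone (99.6th). With salazinic acid (−0.01) and lecanoric acid (−0.02) it lay near 0, and the latter turned to above 0 after cyclic loess. For 26 genes of DNA replication the medians were −0.41 with caperatic acid, −0.22 with atranorin, −0.21 with lecanoric acid and 0.17 with squamatic acid. Against TMZ alone, the mitosis median was −0.51 with caperatic acid (0.08th percentile), with KIF14 at −1.73, −0.27 with atranorin (0.22th) and −0.13 with salazinic acid (0.01st). Among genes that hold the cell cycle after DNA damage, the 22 measured p53 targets had a median of −0.11 with caperatic acid and 0.06 with salazinic acid, and none passed 2-fold on any array.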

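COL1A2, a chain of type I collagen, had the largest difference from the control of all named genes with caperatic acid and TMZ: 5.57 in the control and 2.58 with caperatic acid, a difference of −3.00. COL12A1 (6.91 against 4.16) differed by −2.74, and fibronectin (FN1), the main ligand of several integrins, by −1.72. COL6A2, a chain of the pericellular collagen VI, differed by −1.28. Of 34 measured matrix genes, 13 were lower with caperatic acid, 7 with squamatic acid, 6 with lecanoric acid, 5 with atranorin, 2 with salazinic acid and none with physodic acid or TMZ alone. With physodic acid the members farthest from the control were COL6A2 (−0.92), FN1 (−0.86), COL5A1 (−0.82) and COL18A1 (−0.81), all within 2-fold, and 29 of 34 members lay below the control.

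The median was −0.70 with caperatic acid, −0.53 with atranorin, −0.48 with squamatic acid, −0.47 with physodic acid, −0.46 with lecanoric acid, −0.28 with TMZ alone and −0.23 with salazinic acid, each below all 10000 matched random lists. COL1A2 was also lower with lecanoric acid (−2.28), squamatic acid (−1.66), atranorin (−1.20) and salazinic acid (−1.11). Of the matrix receptors, ITGA6, a laminin-binding integrin, was lower with lecanoric acid (−1.40) and caperatic acid (−1.14). After cyclic loess the caperatic acid median was −0.48. Against the median of all 8 arrays the medians with physodic acid (0.01), salazinic acid (0.05) and TMZ alone (0.10) lay above 0. A fall shared by the treatments vanishes against that reference by construction, as it is set mostly by treated arrays.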

ECM-receptors pathways are implicated in the process of tumor shedding, adhesion, degradation, movement, and hyperplasia [41]. The interactions between the ECM and GBM microenvironment were also found to be crucial in tumor progression [42]. Further studies including the in vivo models are required in order to fully elucidate the molecular mechanisms exerted by lichen secondary metabolites, but our results suggest that these compounds may serve well as the adjuvants to the standard therapy of GBM patients.

## 5. Conclusions

We conclude that lichen secondary metabolites, in particular caperatic acid, but also atranorin, physodic acid, squamatic acid, salazinic acid, and lecanoric acid, ameliorate the response of GBM cells to TMZ treatment, in particular due to the Wnt pathway inhibition mechanism. We also showed that lichen secondary metabolites were able to generate oxidative stress, interfered with the cell cycle distribution, and induced apoptosis in the TMZ-resistant T98G cell line. The co-treatment of GBM cells with caperatic acid and TMZ resulted in the most significant and potentially therapeutic transcriptomic changes. Further studies are required to determine the potential clinical application of lichen secondary metabolites in GBM therapy. The safety of a co-treatment with TMZ for normal astrocytes and neurons should be evaluated and the best drug delivery system selected. Recognition of the subpopulation of GBM patients who would benefit from adjuvant lichen secondary metabolites therapy seems crucial. However, the good anti-GBM profile and BBB permeability of those compounds give hope for their successful implementation into treatment.

## Figures and Tables

**Figure 1:**
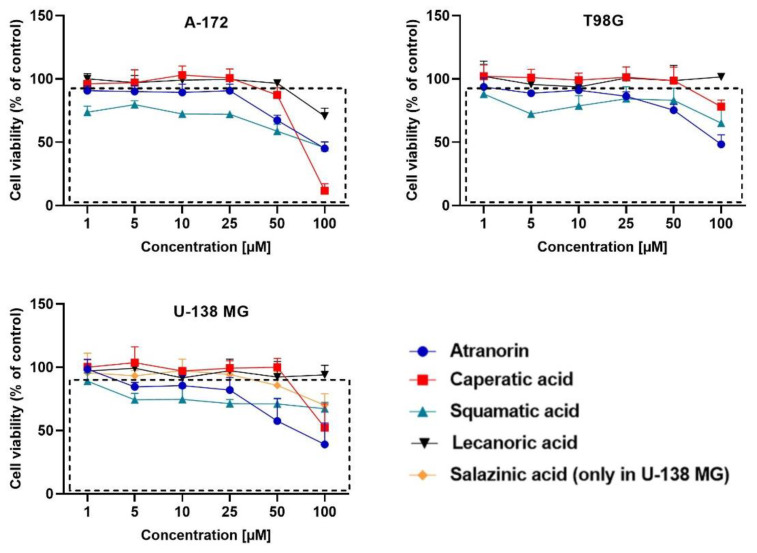
The effect of atranorin, caperatic acid, squamatic acid, and lecanoric acid on the viability of A-172, T98G and U-138 MG cells. In case of U-138 MG cells, the results for salazinic acid are also presented (the results for A-172 and T98G cells were previously published [5]). Statistically significant differences in cell viability between the cells exposed to the analyzed lichen secondary metabolites as compared to the control cells is indicated with a rectangle. The mean values ± SEM from three independent experiments are presented.

**Figure 2:**
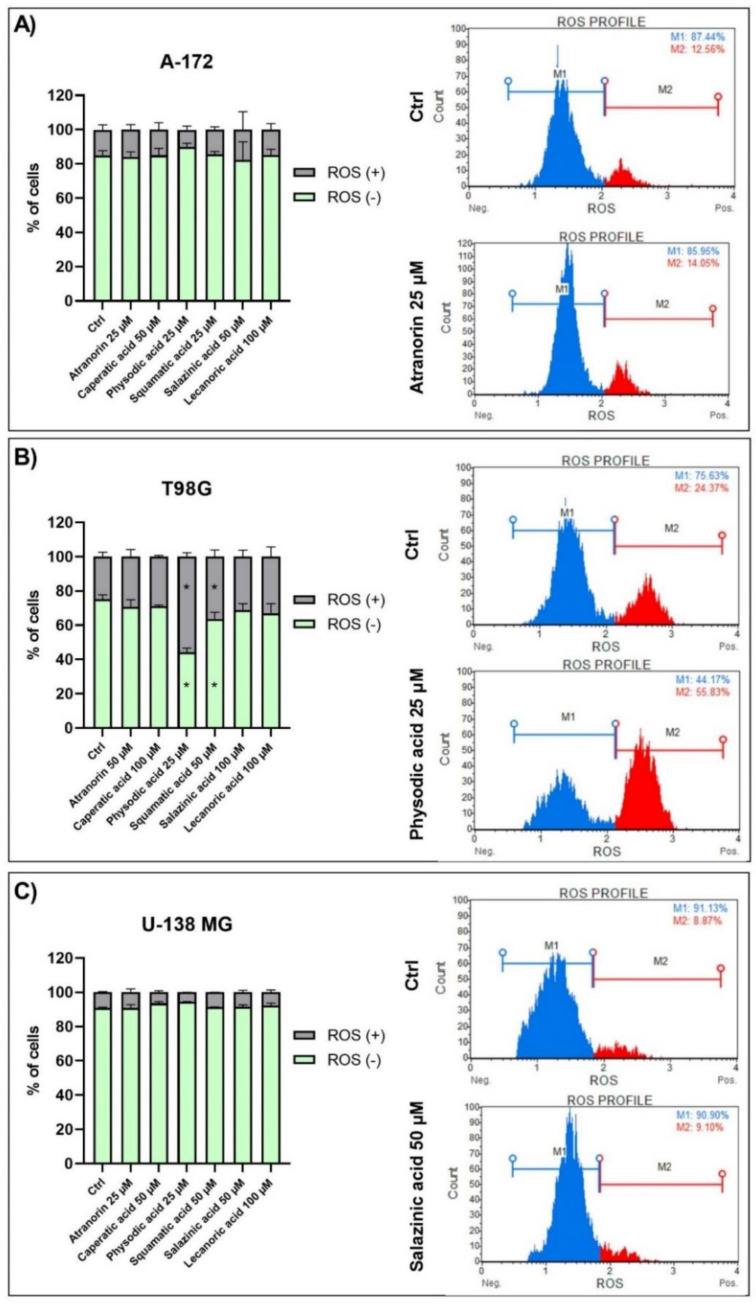
The impact of lichen secondary metabolites on ROS (superoxide) generation in the A-172 (panel (**A**)), T98G (panel (**B**)), and U-138 MG (panel (**C**)) cell lines after 48 h of treatment. ROS (+) denotes cells exhibiting ROS, while ROS (−) denotes the live cells not exhibiting ROS. Cells treated with vehicle (DMSO) are designated as Ctrl. Exemplary histograms are presented showing the results of DMSO (Ctrl) and one chosen compound. Values are shown as mean ± SEM calculated from three independent experiments. (*) indicates statistically significant differences from control group, *p* < 0.05.

**Figure 3:**
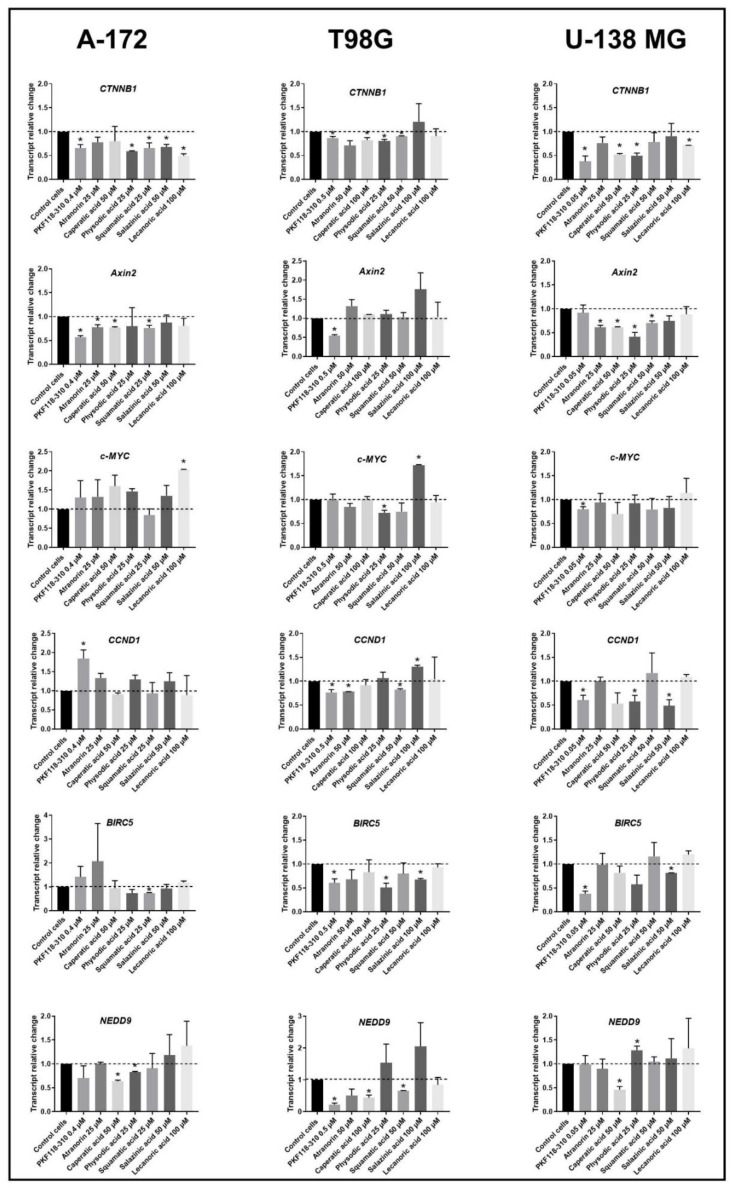
The effect of lichen secondary metabolite treatment on the expression of β-catenin (*CTNNB1*) and its target genes after 48 h of treatment of A-172 (left column), T98G (middle column), and U-138 MG (right column) cell lines. Means ± SEM from at least two separate experiments with three replicates in each are presented. The values were calculated as mRNA level in comparison with control cells treated with DMSO (expression equals 1). The asterisk (*) above the bar denotes a statistically significant difference from the control cells, *p* < 0.05.

**Figure 4:**
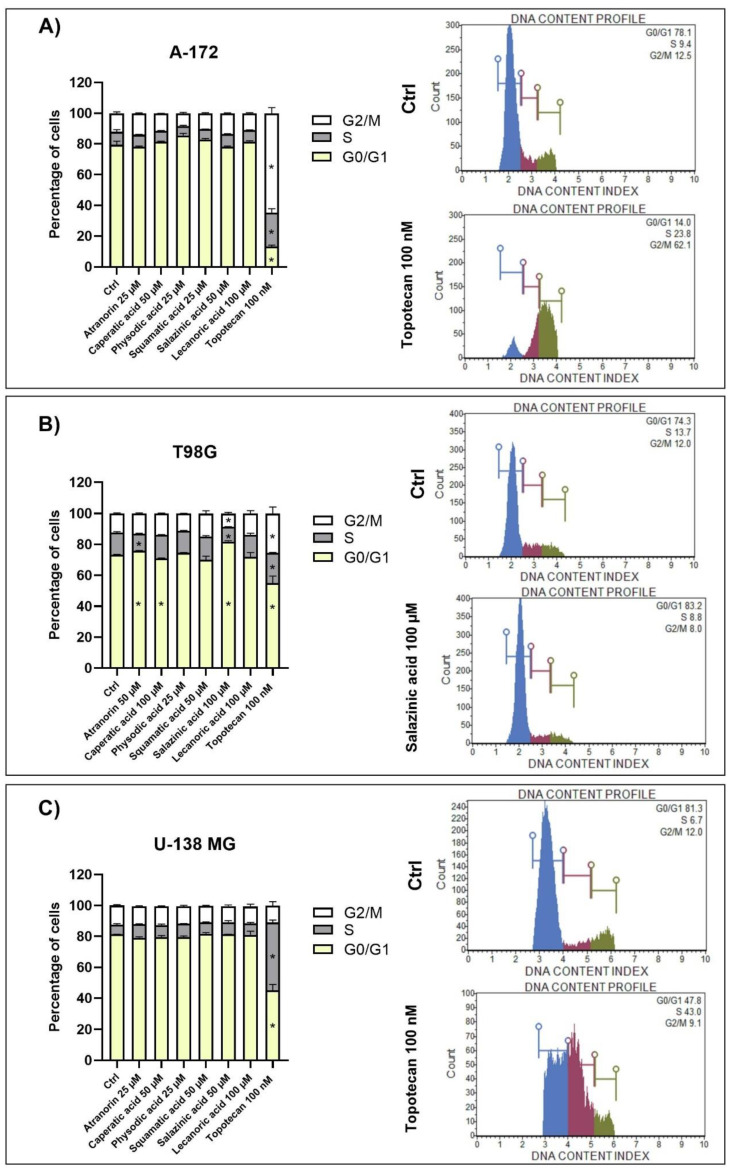
The effect of atranorin, caperatic acid, physodic acid, squamatic acid, salazinic acid, and lecanoric acid on the cell cycle distribution of A-172 (panel (**A**)), T98G (panel (**B**)), and U-138 MG cells (panel (**C**)). The percentage of cells in the G1/G0, S, and G2/M phases was analyzed by flow cytometry after staining with propidium iodide and RNase A. Topotecan was used as a positive control in this assay. Statistically significant differences (*p* < 0.05) in cell cycle distribution between the cells exposed to the analyzed lichen secondary metabolites as compared to the control cells treated with DMSO (Ctrl) are indicated with an asterisk (*). Representative histograms are shown on the right-hand side. The mean values ± SEM from three independent experiments are presented.

**Figure 5:**
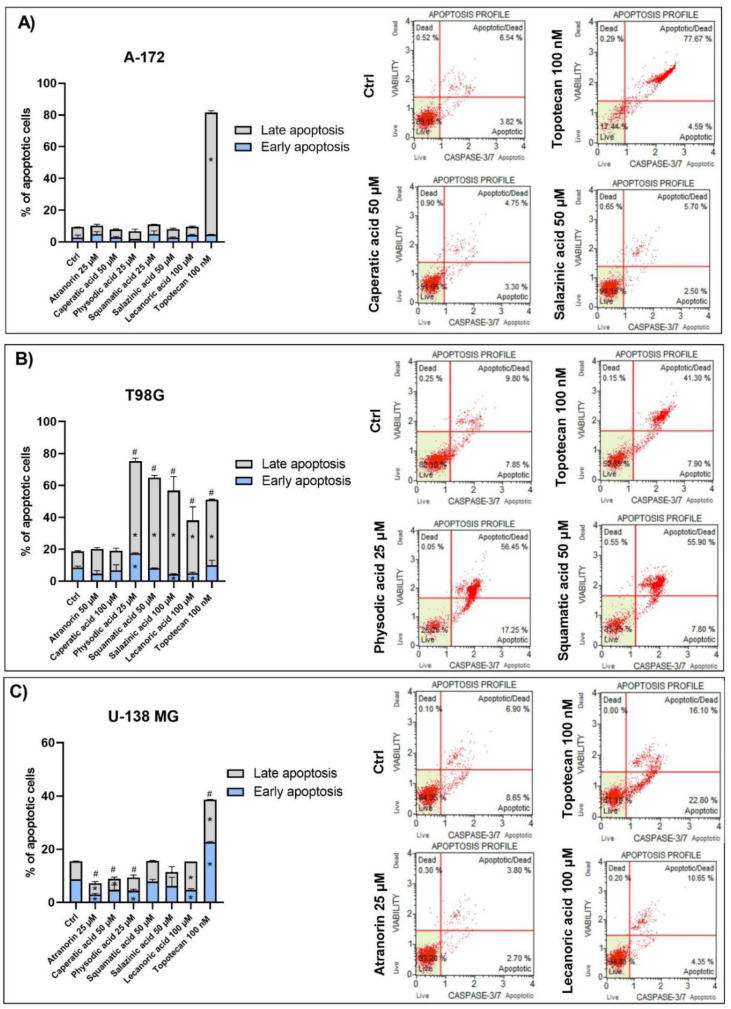
The effect of atranorin, caperatic acid, physodic acid, squamatic acid, salazinic acid, and lecanoric acid on the apoptosis of A-172 (panel (**A**)), T98G (panel (**B**)), and U-138 MG cells (panel (**C**)). The percentage of early and late apoptotic cells was analyzed by flow cytometry by the detection of caspase-3/7 activity and the integrity of the cell membrane with the use of a dead cell marker 7-AAD. Topotecan was used as a positive control in this assay. Statistically significant differences (*p* < 0.05) between the cells exposed to the analyzed lichen secondary metabolites as compared to the control cells treated with DMSO (Ctrl) are indicated with: (*) for early/late apoptotic cells and (#) for total apoptotic cells. Representative histograms are shown on the right-hand side. The mean values ± SEM from three independent experiments are presented.

**Figure 6:**
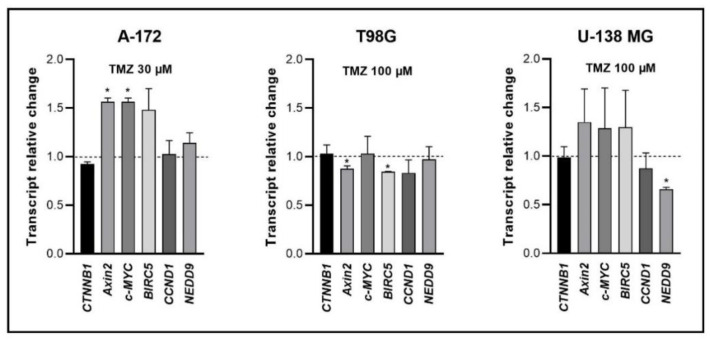
The effect of TMZ treatment on the expression of β-catenin (*CTNNB1*) and its target genes after 48 h of treatment of A-172, T98G, and U-138 MG cell lines. Means ± SEM from at least two separate experiments with three replicates in each are presented. The values were calculated as mRNA level in comparison with control cells treated with DMSO (expression equals 1). The asterisk (*) above the bar denotes a statistically significant difference from the control group, *p* < 0.05.

**Figure 7:**
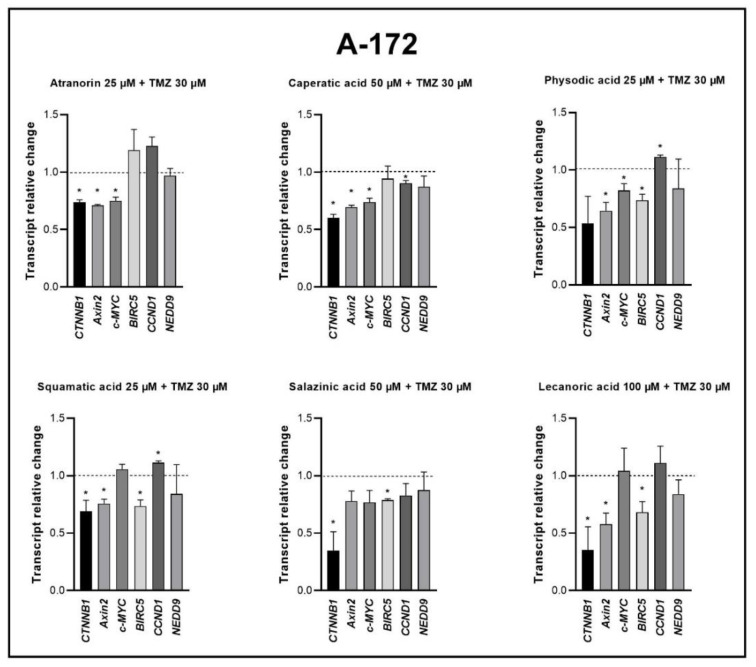
The effect of lichen secondary metabolites and TMZ treatment on the expression of β-catenin (*CTNNB1*) and its target genes after 48 h of treatment of the A-172 cell lines. Means ± SEM from at least two separate experiments with three replicates in each are presented. The values were calculated as mRNA levels in comparison with control cells treated with DMSO (expression equals 1). The asterisk (*) above the bar denotes a statistically significant difference from the control group, *p* < 0.05.

**Figure 8:**
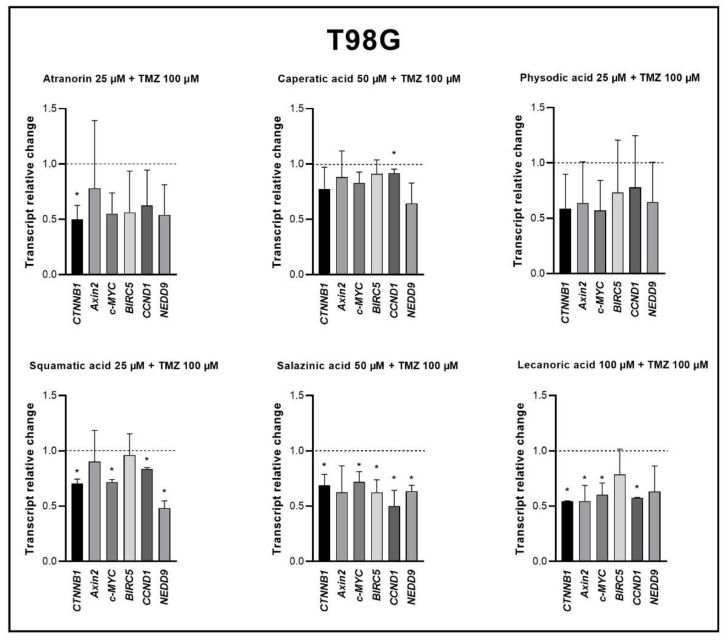
The effect of lichen secondary metabolites and TMZ treatment on the expression of β-catenin (*CTNNB1*) and its target genes after 48 h of treatment of the T98G cell lines. Means ± SEM from at least two separate experiments with three replicates in each are presented. The values were calculated as mRNA levels in comparison with control cells treated with DMSO (expression equals 1). The asterisk (*) above the bar denotes a statistically significant difference from the control group, *p* < 0.05.

**Figure 9:**
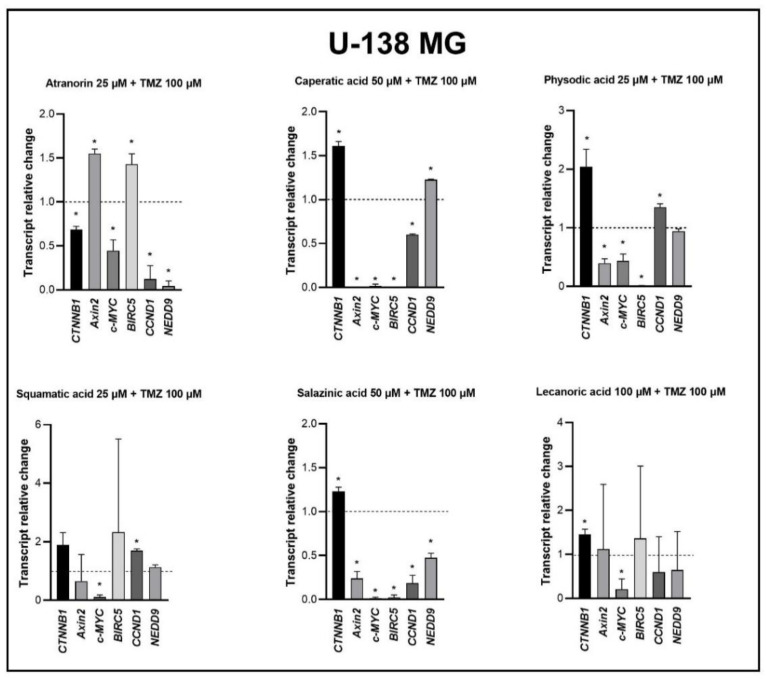
The effect of lichen secondary metabolites and TMZ treatment on the expression of β-catenin (*CTNNB1*) and its target genes after 48 h of treatment of the U-138 MG cell lines. Means ± SEM from at least two separate experiments with three replicates in each are presented. The values were calculated as mRNA levels in comparison with control cells treated with DMSO (expression equals 1). The asterisk (*) above the bar denotes a statistically significant difference from the control group, *p* < 0.05.

**Figure 10:**
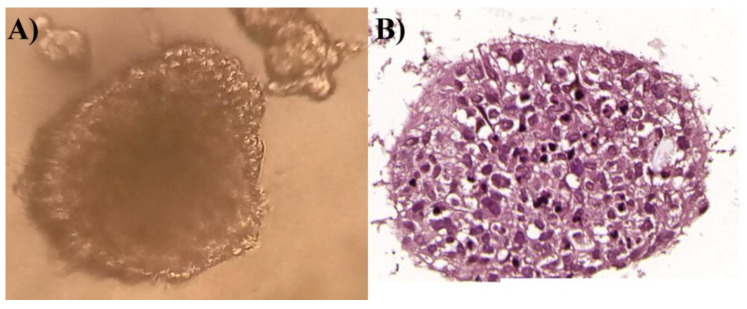
The T98G cell line has the ability to form spheroids in a suspension culture (panel (**A**)) which are characterized by well-defined shapes and edges. We also confirmed by H&E staining that those structures are composed of rapidly proliferating cells and no necrotic area can be distinguished (panel (**B**)).

**Figure 11:**
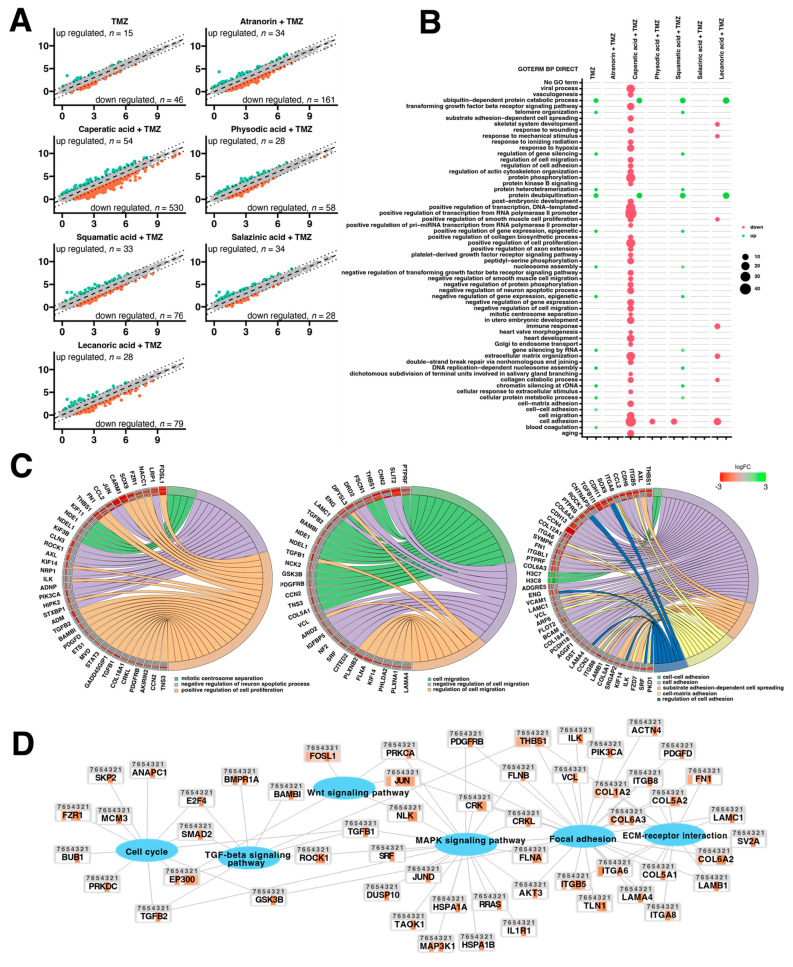
Gene expression profile based on microarray experiments. Variations in gene expression between the variants (specific lichen secondary metabolites with/or TMZ) vs. control are shown as scatter plots (**A**). The x and y values on the scatter plots are the normalized signal values, shown in a log2 scale. The black dotted lines were set as fold change cut-off value (FC) = 2 and −2. Bubble plot of differentially expressed genes from each group assigned to gene ontology (DAVID GO-BP DIRECT) terms where the red color represents GO terms whose genes are downregulated while green corresponds to GO terms of upregulated genes (**B**). Circos plots show the interdependence between selected GO terms and their genes. Symbols of DEGs are presented on the left side of the graph, where their fold-change values were mapped by color scale (green indicates higher expression, red indicates lower expression, and grey indicates expression levels below the cut-off value). This area was further subdivided into compartments corresponding to the regulation of the expression of the given gene in the relevant study groups. It represents the following comparisons from the outer side of the graph: TMZ vs. control, Atranorin + TMZ vs. control, Caperatic acid + TMZ vs. control, Physodic acid + TMZ vs. control, Squamatic acid + TMZ vs. control, Salazinic acid + TMZ vs. control, Lecanoric acid + TMZ vs. control (**C**). Kyoto Encyclopedia Genes and Genomes (KEGG) pathway analysis of differentially expressed genes. The significant pathways (e.g., Wnt signaling pathway) of regulated genes are demonstrated. Differentially expressed genes belonging to these pathways were assigned to a predetermined color scale which was subsequently imposed on the gene/protein symbol field. The whole area of the gene was divided into subareas marked with a number above, where: 1—TMZ vs. control, 2—Atranorin + TMZ vs. control, 3—Caperatic acid + TMZ vs. control, 4—Physodic acid + TMZ vs. control, 5—Squamatic acid + TMZ vs. control, 6—Salazinic acid + TMZ vs. control, 7—Lecanoric acid + TMZ vs. control (**D**).

**Table 1:** The effective permeability (*P_e_*) of lichen secondary metabolites using the parallel artificial membrane permeability assay for the blood-brain barrier (PAMPA-BBB).

Compounds	*P_e_* × 10^−6^ (cm/s)
Atranorin	2.2 ± 0.1
Caperatic acid	5.2 ± 0.1
Physodic acid	3.9 ± 0.2
Squamatic acid	0.5 ± 0.1
Salazinic acid	np
Lecanoric acid	1.7 ± 0.2
Theophylline	1.1 ± 0.2
Lidocaine	25.5 ± 2.6

np—classified as non-permeable (i.e., *P_e_* < 0.5 × 10^−6^ cm/s). Theophylline and lidocaine were used as negative and positive controls, respectively. The mean values ± SEM from three independent experiments are presented (*n* = 3). The statistical analysis of the *P_e_* values revealed that the tested metabolites differed significantly from one another in their ability to pass through the BBB; only atranorin, lecanoric acid, and theophylline belonged to the same statistical group, and thus, had similar BBB permeability.

**Table 2:** The chemical structure of the analyzed compounds and their IC_50_ values.

Compound	IC_50_ [uM] ± SEM			Chemical Structure
	A-172	T98G	U-138 MG	
Atranorin	90.89 ± 3.70	98.63 ± 7.80	47.84 ± 2.16	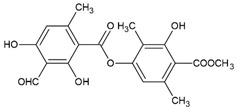
Caperatic acid	80.10 ± 1.88	>100	>100	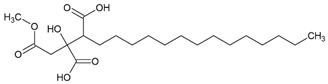
Physodic acid	42.41 ± 1.25 ^I^	50.57 ± 1.09 ^I^	45.72 ± 4.20 ^I^	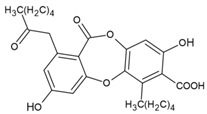
Squamatic acid	84.93 ± 3.62	>100	>100	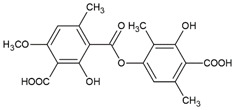
Salazinic acid	>100 ^II^	>100 ^II^	>100	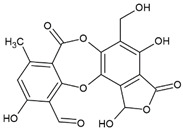
Lecanoric acid	>100	>100	>100	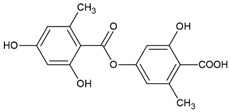

The IC_50_ is expressed as mean  ±  SEM obtained from three independent experiments and are calculated based on the dose–response curves assessed by the MTT assay or taken from the literature (I—[14], and II—[5]).

## Data Availability

Raw data files and a technical description were deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/, accessed on 28 February 2022). The records have been assigned GEO accession number GSE199185.

How the deposited data were processed for this re-analysis (not part of the article)

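T98G spheroids of 8 groups (control, TMZ, and TMZ with 1 of 6 lichen compounds) were each represented by 1 Affymetrix Human Gene 2.1 ST array of RNA pooled from 3 replicates. The authors made log2 signals per transcript cluster from the arrays by RMA with the affy library and the annotation library pd.hugene.2.1.st, and deposited them in that unit. Versions of these tools, the background settings and any filter are not given in the sources used here. The signals lie lower than RMA signals of such arrays usually do. An offset that is the same for all signals on the log2 scale would leave each difference as it is. Raw probe intensities were not used here. The sample labels matched each of the 8 columns to a group, and the group of each column was taken from its label.

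Transcript clusters were given gene symbols from the array's annotation, and 90 clusters had an older symbol replaced by the current one. Symbols were updated by Entrez identifier against the human RefSeq gene table of assembly GRCh38.p14, which held 22569 of the clusters and was used for names and for gene lengths only. Clusters with 1 symbol (22395 symbols, 632 of them with more than 1 cluster) were counted, and clusters with several symbols or none were left out of the main counts because their gene is uncertain. Signal over background takes the place of depth: 10825 symbols lay above the floor set by the 432 olfactory receptor clusters, and below it a difference says little. The largest gap between array medians was 0.0336.

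Each treated array was compared with the control array and each combination with TMZ alone, and compounds were compared at matched doses. A call needed a log2 difference above 1 or below −1, without a p-value, since 1 array per group leaves no spread to test against. Gene lists were textbook lists, except the Wnt panel the study measured by qPCR. Each list's median was ranked among 10000 random lists drawn from the same 20 bins of mean signal, with the 0.5th and 99.5th percentiles as limits of a call. Genes of a list move together, and lists share genes with Fig. 11C,D, which had been seen. These percentiles therefore describe the arrays and are no test over samples. Of simulated unchanged lists, 9.5% fell outside the 5th to 95th percentiles. The simulation lowered 200 genes, and a list of lowered and unchanged bright genes in equal parts came out at percentile 0. To show what the shared control gives, 1000 sets of unchanged arrays were simulated with 1 control in common. In both simulations the scatter of a gene was its spread over the treated arrays other than those with caperatic acid and atranorin. This spread includes differences between compounds, since no group has a second array.

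The genes named were fixed in advance by a rule with 4 parts. It takes, to begin with, every gene the paper's text names and those legible in Fig. 11C,D, whose colours had been seen. It adds the 10 lowest and 10 highest against the control for caperatic acid, and 5 and 5 for each other treatment. Against TMZ alone it adds the 5 lowest and 5 highest for caperatic acid, and 3 and 3 for each other combination. Last, it adds up to 4 members with the largest absolute difference in each list described. Genes taken as lowest or highest need 1 symbol and a signal above the floor on at least 1 of the 2 arrays. Genes named in the comparisons at matched dose come from the largest differences there, and those outside the rule were chosen after their values were seen. Families of near-identical copies are given with the warning that probes may be shared, and a USP17L family list had too few measured members for a median.

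Alternatives were thresholds of 1.5-fold and 3-fold, all clusters with or without a name, 1 cluster per symbol, only transcripts above the floor, arrays centred on their medians, cyclic loess with 3 iterations, the median of all 8 arrays as reference, the mean in place of the median, and the mean of a gene's clusters in place of the brightest. The number lower in all 7 treatments without the caperatic acid array, after loess and after centring, and the comparisons at matched dose and of caperatic acid with each other array after loess, were added once the data had been seen. Cyclic loess was run with limma 3.58.1 in R 4.3.3. All else was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Enrichment of GO terms and KEGG pathways was not run here.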

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

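The first and second patterns concern lower transcripts, which the paper itself discusses. From the third on, each result is a signal in genes or transcripts that the paper does not discuss, taken up where at least 3 members of a list, or any clusters without a name, were more than 2-fold from the control, a rule set after first values had been seen. The tests on a high control array, on the background and on small nucleolar RNAs were chosen only after the result was seen. The tests on the signal range, on chance in the control and on an effect of TMZ were written beforehand.

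The first pattern is the excess of lower transcripts with caperatic acid and TMZ. After cyclic loess, which evens out a compressed signal range, 177 transcripts were still lower, against at most 67 on another array, but this lies between the bounds set for and against such a compression, so the test cannot tell. With the control left out, caperatic acid had at least 3.93 times as many lower as higher transcripts against each of the other 6 arrays. On the deposited scaling a high control array, shared by all treatments, is thus an unlikely explanation of the excess over the other arrays. After cyclic loess the lowest ratio was 1.12 (56 and 50 against lecanoric acid), between the bounds, so there the test cannot tell. The test does not show how much the control adds to the 511 lower transcripts themselves. Against TMZ alone 177 were lower. Over the 7 treatments the floor and the number lower had a Pearson's r of 0.918 (exact permutation p = 0.0133, adjusted over 2 relations 0.0266) and a Spearman's rho of 0.643 (p = 0.139, adjusted 0.139). Without caperatic and salazinic acid, the arrays farthest from the median floor, r over the 5 left was 0.358, so the test cannot tell whether a higher background goes with more lower transcripts.

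The second pattern is the 5 transcripts lower in all 7 treatments: CCN4, CHML, FOSL1, TGFB1I1 and the pseudogene RPL13P5 (from −1.03 to −1.23), the last named after its values were seen. After cyclic loess, a setting added here once the data had been seen, the number was 2. Simulated unchanged arrays with a shared control gave a median of 1 and at most 5. A number of 5 alone may thus come from chance in the single control array. The simulation compared only the number, not which genes were lower. RPL13P5 lay between 0.45 and 0.64 on the 7 treated arrays against 1.68 in the control. CCN4 lay between 0.56 and 1.16 against 2.58. Whether chance in the control gave these particular genes was not tested. An effect of TMZ would look the same, and with 0 treatments without TMZ the design cannot tell. No transcript was higher in all 7 (0).

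The third pattern is the small nucleolar RNAs, of which 12 were higher than in the control with atranorin, 15 with caperatic acid, 9 with physodic acid, 12 with squamatic acid and 6 with salazinic acid. With lecanoric acid 3 were lower and some higher, and with TMZ alone 2 were lower and 2 higher. Summed over the arrays, 58 were higher and 10 lower, which is 85.3% higher, but the same genes count on several arrays and scatter in the shared control array would move all arrays alike, so scatter of short targets stays open. On the caperatic acid array 78 of 119 above the floor were higher than in the control (65.5%, median 0.16, SD 0.58), which lies between the bounds set, so better recovery of short RNA in that pool can neither be held nor dropped.

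MicroRNA genes more than 2-fold higher than in the control numbered 7 with TMZ alone, 16 with atranorin, 9 with caperatic acid, 3 with physodic acid, 3 with squamatic acid, 6 with salazinic acid and 5 with lecanoric acid, and 6 were lower with caperatic acid. Of cholesterol synthesis genes, 3 were lower with caperatic acid (SREBF2, INSIG1 and MVD). Of fatty acid synthesis genes, 4 were lower with caperatic acid (FASN, ACLY, SCD and ACACA). Of YAP/TAZ target genes, 8 were lower with caperatic acid, led by CCDC80. Of genes of the unfolded protein and integrated stress response, 5 were higher with lecanoric acid. Transcript clusters without a name were more than 2-fold from the control 549 times with TMZ alone, 753 with atranorin, 981 with caperatic acid (577 lower and 404 higher), 561 with physodic acid, 568 with squamatic acid, 509 with salazinic acid and 558 with lecanoric acid.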

How the results depend on the processing

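Of the counts at 2-fold, 26 of 26 kept within 1.5 times of the main value with 1 cluster per symbol and with the floor, and all 27 with centring. With cyclic loess 23 kept, 10 were smaller and 2 larger. Other values are given by setting, in the order TMZ, atranorin, caperatic, physodic, squamatic, salazinic and lecanoric acid, and against TMZ alone from atranorin on. At 1.5-fold 504, 966, 1801, 496, 589, 270 and 466 were lower than in the control and 135, 221, 256, 217, 176, 253 and 182 higher. Against TMZ alone, 1.5-fold gave 333, 1009, 182, 177, 98 and 209 lower and 225, 209, 237, 174, 373 and 235 higher. At 3-fold 0, 7, 64, 1, 3, 2 and 9 were lower than in the control and 2, 2, 10, 3, 10, 3 and 11 higher. Against TMZ alone, 3-fold gave 2, 26, 2, 0, 0 and 3 lower and 4, 2, 1, 5, 4 and 3 higher. A lower or higher threshold moves all counts by construction, as does counting more clusters. With all clusters, named or not, 329, 525, 1118, 336, 344, 211 and 335 were lower than in the control and 297, 445, 475, 316, 349, 368 and 348 higher. Against TMZ alone, all clusters gave 384, 701, 304, 271, 186 and 285 lower and 440, 419, 370, 329, 391 and 299 higher. With the median of all 8 arrays as reference, 4, 7, 105, 2, 0, 0 and 6 were lower and 4, 16, 14, 5, 2, 17 and 11 higher. After cyclic loess 22 were lower with TMZ, 67 with atranorin, 177 with caperatic acid and 47 with squamatic acid, and 92 higher with caperatic acid. Against TMZ alone, loess gave 90 lower with caperatic acid and 25 higher with salazinic acid. The cause was not tested.

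List medians moved by no more than their SD over resampled members in 451 of 455 cases with centring, 358 with loess, 354 with the mean, 352 with only members above the floor, and 454 with the mean of a gene's clusters. Medians that turned sign, mostly close to 0, numbered 13, 45, 42, 30 and 3. For caperatic acid against the control, Wnt targets had −0.19 after loess, −0.59 as a mean, −0.55 above the floor and −0.12 against the median of 8. The TGF-β mean was −0.52. MAPK genes had −0.28 after loess, −0.61 as a mean and −0.22 against the median of 8. Focal adhesion had −0.46 after loess and −0.29 against the median of 8. The matrix list had −0.48, −0.91 above the floor and −0.24 against the median of 8, and mitosis −0.12 after loess. With the median of 8 arrays as reference 74 of 245 medians turned sign, 16 of them medians that met the limits of a call: Wnt targets with TMZ (0.014), salazinic (0.05) and lecanoric acid (0.029), TGF-β with salazinic acid (0.032), MAPK with lecanoric acid (0.012), and focal adhesion with salazinic acid (0.065). So did the matrix with TMZ (0.102), physodic (0.011) and salazinic acid (0.054), proteases with lecanoric acid (0.003), cholesterol synthesis with physodic acid (0.002), YAP/TAZ targets with physodic (0.02) and salazinic acid (0.059), and growth signaling with physodic acid (0.003). Ribosomal protein and small nucleolar RNA genes with lecanoric acid both turned to −0.027. After loess ribosomal protein genes with caperatic acid turned to 0.073.

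With centring and loess all 924 values of named genes moved by less than the spread of genes of like signal, and 919 did with the mean of a gene's clusters. The sign turned for 6 with centring, 15 with loess and 1 with the mean, none of them past 2-fold. Against the median of 8 arrays 314 of 884 turned, 19 of them values past 2-fold: CARM1 with TMZ (0.173) and squamatic acid (0.014), CCN4 with TMZ (0.289), atranorin (0.011) and salazinic acid (0.102), CDH11 (0.005), CDH6 (0.026) and LRP1 (0.001) with physodic acid, COL1A2 with salazinic acid (0.046), and FOSL1 with TMZ (0.014), atranorin (0.158) and physodic acid (0.305). JUN with lecanoric acid (0.028), SLIT2 with atranorin (0.024) and squamatic acid (0.014), TGFB1I1 with TMZ (0.302), atranorin (0.09) and physodic acid (0.069), and THBS1 with squamatic acid (0.021) turned as well. That reference holds mostly treated arrays, so by construction a difference shared by the treatments vanishes. Chosen after the data were seen, the number lower in all 7 treatments was 5 without the caperatic acid array, 5 with centring and 2 after loess. At matched dose loess gave 42 higher with atranorin than physodic acid, 23 lower with atranorin than squamatic acid, 98 lower with caperatic than salazinic acid and 12 higher with physodic than squamatic acid. Signal over background limits all of this: of the named clusters, 48.2% lie above the floor, and a difference among the others is hard to tell from background. No paired analysis was possible because each group has 1 array.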

Differences from the paper's values

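Only the paper's fold threshold can be applied here: its text also asks for an adjusted p-value, which cannot be computed from 1 array per group, and its methods state the 2-fold threshold alone. Of the 14 counts the paper states, 1 differs by more than 1.5 times. With atranorin and TMZ the paper gives 34 higher genes, and 58 were found here. Of the alternatives set before the data were examined, centring each array on its median gives 51, which is just at the limit of 1.5 times and still above the paper's value. No alternative reaches the paper's value, and the others lie outside that limit: 221 at 1.5-fold, 2 at 3-fold, 445 with all clusters, 52 with 1 cluster per symbol, 58 above the floor, 82 after cyclic loess and 16 against the median of 8 arrays. For the other 13 counts the main values lie within 1.5 times of the paper's, and some settings reach the paper's number: 15 higher with TMZ alone with 1 cluster per symbol, and 58 lower with physodic acid with centring. The main setting itself gives the paper's 34 higher genes with salazinic acid.

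The paper's figure describes its listed genes as moved in either direction. Over the whole list, 81 of the 84 measured genes legible in Fig. 11C were more than 2-fold lower with caperatic acid, and 0 were more than 2-fold higher on any array. PTPRG (−0.36 with caperatic acid), COL8A2 (0.02) and PKD1 (−0.01) passed 2-fold on none. In Fig. 11D, 46 of 47 measured genes were more than 2-fold lower on at least 1 array, and ANAPC1 (−0.43 with caperatic acid) on none. The paper names physodic acid beside caperatic acid for genes of matrix and receptor interaction. The integrin ITGB5, a receptor in that pathway, was lower with physodic acid (−1.06) as with caperatic acid (−1.56), but also with atranorin (−1.06) and salazinic acid (−1.05). Among matrix genes alone, 0 of 34 were more than 2-fold lower with physodic acid, against 13 with caperatic acid, 7 with squamatic acid, 6 with lecanoric acid and 5 with atranorin. By list median physodic acid (−0.47) came after caperatic acid (−0.70), atranorin (−0.53) and squamatic acid (−0.48).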

Other observations

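The tests on the stress response with lecanoric acid and on TBP were chosen only after the result was seen, and the test on gene spans was written beforehand, but its value was recalculated after a first value had been seen. With lecanoric acid and TMZ, 5 of 23 genes of the unfolded protein and integrated stress response were more than 2-fold higher than in the control, while 8 lay below it: PSAT1 (1.77), the glutathione-degrading CHAC1 (1.09), asparagine synthetase ASNS (1.08), the amino acid transporter SLC7A5 (1.07) and DDIT4, a brake on mTOR (1.01). Against TMZ alone SLC7A5 was higher by 1.57, ASNS by 1.10 and CHAC1 by 1.07. The list's median against the control was 0.13 (99.8th percentile), and against TMZ alone 0.20 with 20 of 23 members above 0. That median lay at the 99.98th percentile, but the list was taken up because it was higher on this same array, so the percentile is no separate test, and an amino acid response is a possible explanation left open. The same list had a median of −0.10 with caperatic acid, 0.04 after cyclic loess, and 0.05 with salazinic acid.

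Lipid synthesis genes lay on the other side. With caperatic acid FASN, the fatty acid synthase, was lower by −1.61, ACLY, which makes its acetyl-CoA, by −1.51, the desaturase SCD by −1.32 and ACACA by −1.20, with a list median of −0.40 (3.27th percentile). With lecanoric acid FASN differed by −1.50 and SCD by −1.27, with a median of −0.29. Against TMZ alone the fatty acid median was −0.15 with caperatic acid (40.1th percentile) and 0.02 with lecanoric acid (46.0th), the latter turning to below 0 after cyclic loess. In the list of cholesterol synthesis, the median was −0.47 with caperatic acid (SREBF2 −1.12, INSIG1 −1.07), −0.36 with lecanoric acid (INSIG1 −1.25) and −0.30 with physodic acid. Against TMZ alone with lecanoric acid, HMGCS1 (−1.25), ACAT2 (−1.04) and INSIG1 (−1.03) were lower. YAP/TAZ targets had medians of −0.70 with caperatic acid (CCDC80 −1.99, FOXF2 −1.77), −0.42 with squamatic acid and −0.23 with TMZ alone, and none turned sign under another scaling. Against TMZ alone, CCDC80 (−1.56), MYOF (−1.34) and F3 (−1.08) were lower with caperatic acid.

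Genes lower with caperatic acid had a median genomic span of 40652 bp, against 32563 bp in sets matched on signal, over 469 of 472 genes with a span (99.4%). This lies at the 99.9th percentile, which is consistent with a lower yield of long genes on that array, though gene length may also go with function, and the test does not separate these. A first calculation, in which genes without a known span had been handled wrongly, gave a percentile just below the 95th, which would have counted against the explanation, and the error was found after that.

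TBP, the reference gene of the study's qPCR, was below the control on all 7 arrays: −0.42 with TMZ alone, −0.92 with atranorin, −0.50 with caperatic acid, −0.67 with physodic acid, −0.18 with squamatic acid, −0.74 with salazinic acid and −0.63 with lecanoric acid. All 7 values share 1 control reading of TBP (1.93), and a high reading there alone would give this pattern, which was not tested. Values relative to TBP carry that reading too. The median of the other 12 housekeeping genes was below −0.3, a bound set after the values were seen, on 0 arrays. It was −0.28 with atranorin and with caperatic acid, just short of the bound, −0.15 with TMZ alone, −0.02 with physodic acid, 0.04 with squamatic acid, 0.06 with salazinic acid and −0.04 with lecanoric acid. Of these 12 genes, in the order TMZ, atranorin, caperatic, physodic, squamatic, salazinic and lecanoric acid, 2, 0, 3, 1, 5, 0 and 1 lay below TBP. A general fall of reference genes is thus an unlikely explanation for the pattern on all 7 arrays. In these spheroids CTNNB1, which encodes β-catenin, differed from the control by 0.37 with caperatic acid. Relative to TBP it was higher by 0.87 with caperatic acid, 0.79 with atranorin and 0.03 with squamatic acid. MYC differed by −0.62, CCND1 by −0.79, BIRC5 by −0.49, NEDD9 by −0.09 and AXIN2 by 0.02 with caperatic acid. Relative to TBP these were −0.12, −0.29, 0.01, 0.41 and 0.51, and MYC with atranorin was 0.43. NEDD9 lay below the floor on all 8 arrays and AXIN2 close to it, so a lower level of these could not be seen. The study measured the qPCR panel in other samples, in T98G at higher doses of some compounds, caperatic acid among them. None of the other 4 genes of that panel passed 2-fold on any array, and the median of all 6 was −0.29 with caperatic acid and −0.25 with TMZ alone. MGMT, which repairs the lesion TMZ makes, was between −0.24 and 0.00 on all arrays, but with a control signal of 0.53 close to the floor a lower level could not be seen.

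Medians of further lists with caperatic acid against the control were −0.31 for hypoxia (ADM −1.57, LOX −1.46, HK2 −1.18), −0.30 for NF-κB inflammatory genes, −0.12 for heat shock, −0.10 for interferon response, −0.16 for apoptosis and −0.19 for replication-dependent histones. Matched random lists lay below 0 on this array too, at −0.25 for hypoxia. Only NF-κB genes (0.15th percentile) met the limits of a call. The others lay at the 25.9th (hypoxia), 68.1th (heat shock), 32.2th (interferon), 21.5th (apoptosis) and 17.6th percentile (histones). The NRF2 response was at −0.11 (89.5th percentile, 0.03 after cyclic loess) and PPAR targets at −0.08 (76.0th percentile, 0.00 after loess). Neural and glial genes were at −0.01, blood and immune markers at 0.02, both turning sign after loess, and endothelial and epithelial markers at 0.06, with KRT18 at −1.17. Housekeeping genes had −0.29 (60.3th percentile), mitochondrial transcripts −0.02 with ND6 at 1.15, and ribosomal protein genes −0.02 (99.8th percentile), which turned to 0.07 after loess. The medians of small nucleolar RNA (0.09), microRNA (0.05) and olfactory receptor genes (0.08) lay above 0. With salazinic acid, ribosomal protein genes had a median of 0.18 and replication-dependent histones 0.16, and hypoxia genes had 0.07 with lecanoric acid.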
